# A Transcriptomic Dataset of Embryonic Murine Telencephalon

**DOI:** 10.1038/s41597-024-03421-x

**Published:** 2024-06-05

**Authors:** Shohei Ochi, Shyu Manabe, Takako Kikkawa, Sara Ebrahimiazar, Ryuichi Kimura, Kaichi Yoshizaki, Noriko Osumi

**Keywords:** Developmental neurogenesis, Developmental neurogenesis

## Abstract

Sex bias is known in the prevalence/pathology of neurodevelopmental disorders. Sex-dependent differences of the certain brain areas are known to emerge perinatally through the exposure to sex hormones, while gene expression patterns in the rodent embryonic brain does not seem to be completely the same between male and female. To investigate potential sex differences in gene expression and cortical organization during the embryonic period in mice, we conducted a comprehensive analysis of gene expression for the telencephalon at embryonic day (E) 11.5 (a peak of neural stem cell expansion) and E14.5 (a peak of neurogenesis) using bulk RNA-seq data. As a result, our data showed the existence of notable sex differences in gene expression patterns not obviously at E11.5, but clearly at E14.5 when neurogenesis has become its peak. These data can be useful for exploring potential contribution of genes exhibiting sex differences to the divergence in brain development. Additionally, our data underscore the significance of studying the embryonic period to gain a deeper understanding of sex differences in brain development.

## Background & Summary

Sexual reproduction is a highly successful strategy for the survival of vertebrate species, allowing them to adopt to environmental changes. One intriguing aspect of sexual dimorphism is the presence of differences between males and females in various organs, including the brain. Studies have consistently revealed that males generally possess a larger brain volume, whereas females exhibit a relatively larger ratio of gray-to-white matter^1–3^. Additionally, specific regions of the cerebral cortex have been found to be thicker in females, further highlighting the existence of sexual dimorphism^1,3–5^. Rodents, as a valuable model system, have played a crucial role in investigating sexually dimorphic brain regions associated with sexual behavior, such as the bed nucleus of the stria terminalis, the medial nucleus of the amygdala, and the medial preoptic nucleus of the hypothalamus^6,7^. Despite these advances in identifying genetic and molecular mechanisms contributing these sex differences in brain structures remains incomplete.

Autism spectrum disorder (ASD) represents a prominent neurodevelopmental disorder (NDD) characterized by its distinct features including communication deficits and repetitive behaviors as well as other comorbid symptoms. There are a few studies reporting the presence of subtle abnormalities in brain architectures associated with ASD^8,9^. Interestingly, cognitive and social behaviors have been shown to exhibit sex differences^10–12^. Moreover, it has been well-documented that ASD is more prevalent among boys, while major depressive disorder exhibits a higher incidence in girls^13,14^. Therefore, it is plausible that the minor differences in brain structure contributing to the development of ASD may also be influenced by sex differences. Thus, it becomes crucial to consider the role of sex differences in brain development when examining the broader context of NDDs, enabling a more comprehensive understanding of these conditions and their underlying mechanisms.

The embryonic period plays a pivotal role in brain development, as most neurons are generated during this critical phase, while their subsequent positioning occurs over the postnatal period^15–17^. The vertebrate central nervous system originates from the neural plate, an ectodermal tissue that undergoes a transformative process, folding and rolling up to form the neural tube. In the mouse, the rostral portion of the neural tube expands, giving rise to two bulges and forming the telencephalic vesicles by embryonic day (E) 10.5. Initially, the vesicle consists solely of neural stem cells (NSCs), and their population expands through active cell division between E10.5 and E11.5. Around E11.5, NSCs begin to generate neurons, which migrate to the basal side of the telencephalon to establish the layered structure of the cerebral cortex^18^ (Fig. 1A). Neurogenesis, i.e., production of neurons, reaches its peak activity at E14.5 and gradually decreases by E17.5, while the migration of neurons to their appropriate positions continues^19^ (Fig. 1A). The maturation of adult brain organization is completed around postnatal day (P) 10^18,20^.

**Fig. 1:**
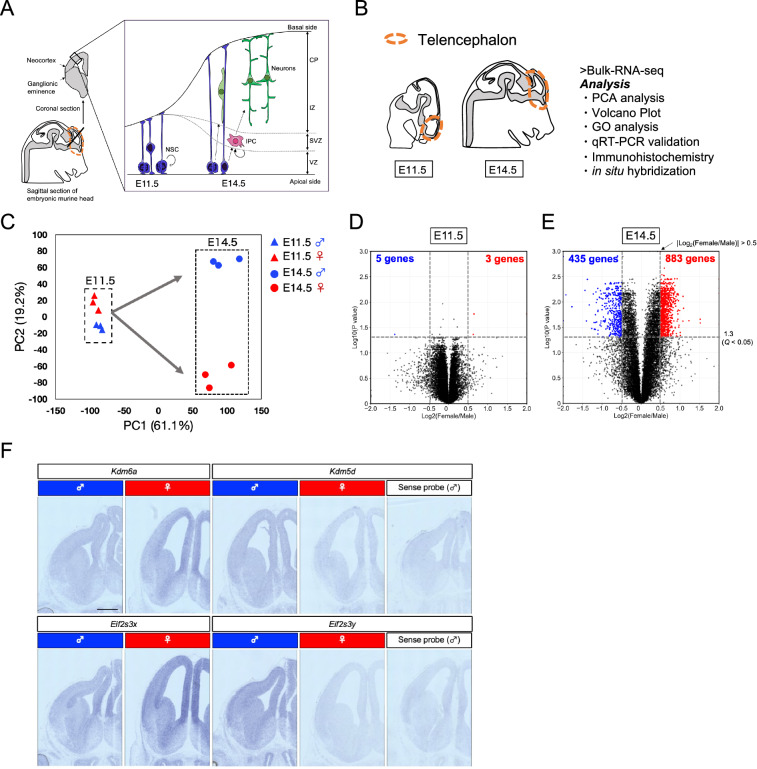
Differentially expressed genes in the embryonic telencephalon of male and female mice at E11.5 and E14.5. (**A**) During the early stages of cortical development, neural stem cells (NSCs, depicted in blue) located in the ventricular zone (VZ) undergo symmetric divisions to increase their population. Subsequently, these NSCs undergo asymmetric divisions, giving rise to intermediate progenitor cells (IPC, depicted in red) which, in turn, generate neurons (depicted in green). Over time, these neurons self-organize into distinct layers. In mouse cortical development, the embryonic stage E11.5 is characterized by active proliferation of NSCs, while E14.5 marks a period of robust neuron production. (**B**) Outlines the experimental workflow (see “Method” session in detail). (**C**) Principal Component Analysis (PCA) on RNA-seq data obtained from the embryonic telencephalon of male and female mice at E11.5 and E14.5 (n = 3). At E11.5, the gene expression profiles of individual telencephalons are similar between males and females (depicted in blue and red triangles, respectively). However, at E14.5, significant differences are observed in the gene expression profiles between male and female telencephalons (depicted in bule and red circles). (**D,E**) Volcano plots showing the differentially expressed genes (DEGs) in the embryonic telencephalon of mice at E11.5 (D) and E14.5 (**E**). The horizontal axis represents the expression ratio (log_2_(female expression level/male expression level)), while the vertical axis represents the *q*-value. The threshold is set at *q* < 0.05 and |Log_2_(female expression level/male expression level) | > 0.5, and the number of genes meeting these criteria is indicated above each plot. (**D**) At E11.5, a smaller number of DEGs are observed between males and females. (**E**) At E14.5, the number of DEGs in female was 883, compared to 435 in males. This indicates an increase in the number of these DEGs at E14.5 compared to E11.5. Furthermore, the female telencephalon showed twice the number of highly expressed genes as the male telencephalon at E14.5. A total of 13,897 and 14,173 genes are expressed at E11.5 and E14.5, respectively. The *q*-value represents the adjusted *p*-value obtained from the Student’s *t*-test with multiple comparisons correction using the Benjamini-Hochberg methods. (**F**) *In situ* hybridization of *Kdm6a* and *Eif2s3x* (female dominant expression) as well as *Kdm5d* and *Eif2s3y* (male dominant expression) in the male and female telencephalon. *Kdm6a* and *Eif2s3x* exhibited stronger signal in female samples, while *Kdm5d* and *Eif2s3y* exhibited signal only in male samples, showing trends in consistent with RNA-seq data. Scale bar: 100 µm.

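Srp54c, which encodes a subunit of the signal recognition particle, was higher in the female telencephalon at E11.5 (27.1 ± 2.17 CPM, counts scaled to the normalized library total, against 14.2 ± 1.58 in males, mean ± SD, n = 3 embryos per sex). At E14.5 it was lower in females (16.7 ± 1.31 CPM against 32.8 ± 3.49, n = 3 per sex). The log2 ratio of female to male changed by -1.91 between the ages (adjusted p = 1.52e-06, edgeR's quasi-likelihood test of the interaction of sex and age). Tcf7l1, a repressor of Wnt target genes, had a log2 ratio of 0.19 at E11.5 (adjusted p = 0.471) and of 0.96 at E14.5 (adjusted p = 0.000183), and the change of 0.76 passed the same test (adjusted p = 0.00776). After a correction for the GC content and length of the transcripts its E14.5 log2 ratio was 0.55 (adjusted p = 0.0153) and the change of 0.25 did not pass (adjusted p = 0.453). Srp54c has a GC content of 43.0%, and its corrected E11.5 log2 ratio was 0.84 (adjusted p = 0.00123 in edgeR's test). Its corrected E14.5 ratio and corrected change between the ages are not given here, so its reversal is described as counted alone. Genes with a GC content of 31.9 to 44.3% had median log2 ratios of the same signs as Srp54c, 0.082 at E11.5 and -0.298 at E14.5. Whether Srp54c shares reads with similar genes was not examined. At E11.5, 54 genes differed between the sexes at an adjusted p under 0.05 and an absolute log2 ratio above 0.5, and at E14.5 1677 genes did. Of the 54, 15 were higher in females and 39 in males. The sex difference itself differed between the ages for 5651 of the 14454 genes tested (adjusted p under 0.05), with a change toward females for 2982 and toward males for 2669. The number at E11.5 was 24 without E11.5 male 1, 27 without E11.5 male 2, 31 without E11.5 female 1 and 20 without E11.5 female 3. After the correction, 42 genes differed at E11.5 and 382 at E14.5, and the number for the change between the ages was 1712, of which 1067 were called in the same direction without the correction and 76 in the other.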

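At E14.5, 865 genes were higher in the female telencephalon and 812 in the male. Raver1, an RNA-binding protein that acts in splicing, was at 184 ± 15.8 CPM in females and 96.8 ± 5.56 in males (SD, n = 3 embryos per sex), a log2 ratio of 0.92 (adjusted p = 2.71e-07, edgeR's quasi-likelihood test). Mbd6, a protein with a methyl-CpG-binding domain, was at 72.2 ± 2.04 CPM in females and 35.3 ± 4.05 in males (log2 ratio 1.03, adjusted p = 5.03e-06 from the same test). Ttc14, a tetratricopeptide repeat protein, was at 77.9 ± 5.02 CPM in females and 208 ± 7.84 in males (log2 ratio -1.42, adjusted p = 1.54e-09). The sex difference followed the GC content of the transcripts. When the 14405 genes with a known GC content were put in 5 groups of 2881, the group with the highest GC content (56 to 72.8%) held 699 of the genes higher in females and 9 of those higher in males. The group with the lowest (31.9 to 44.3%) held 6 and 519. After the correction for GC content and length, 99 genes were higher in females and 283 in males, of which 55 and 195 were called without it. The corrected log2 ratios were 0.54 for Raver1, -0.91 for Ttc14 and 0.48 for Mbd6, which is under the minimum of 0.5. The share higher in females was 51.6% of the called genes. With upper quartile normalization in the same test 729 were higher in females and 914 in males (44.4%). In settings that change test, normalization and scale together, limma on log2(FPKM + 0.1) gave 1082 higher in females and 560 in males (65.9%), limma on log2(FPKM + 1) gave 670 and 220 (75.3%), and the tests on FPKM set out in the legend gave 868 and 427 (67.0%), or 882 and 435 on the log scale.

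**Figure D1:**
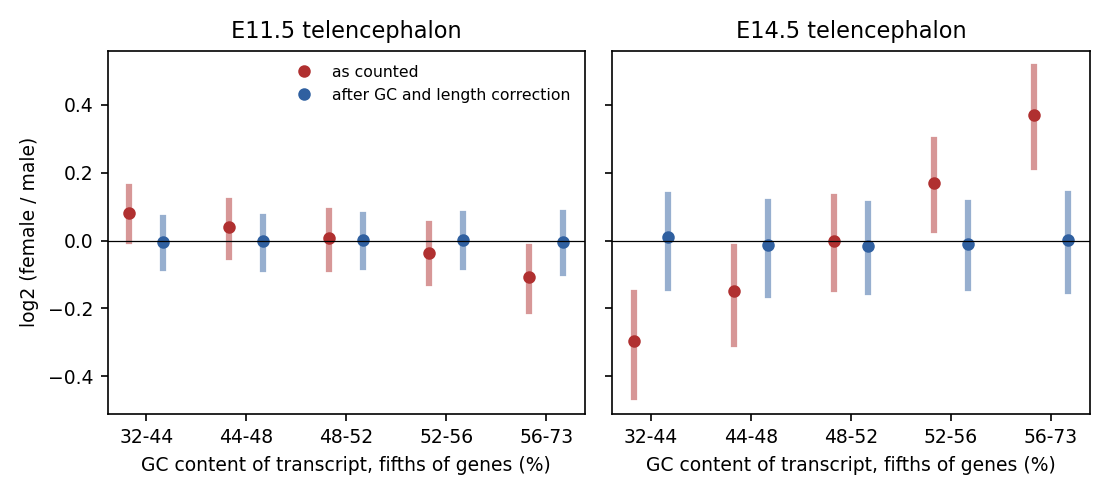
Log2 ratio of female to male (vertical axis) at E11.5 and at E14.5, for genes in 5 groups of equal size by the GC content of their transcripts in percent (horizontal axis). Points are medians over the genes of a group and bars run from the 25th to the 75th percentile, in red as counted and in blue after the correction for GC content and length. At E14.5 the median as counted runs from -0.298 in the group with the lowest GC content to 0.371 in the group with the highest, and at E11.5 from 0.082 to -0.109.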

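A mean count of at least 16 in at least 1 sex was reached by 13880 genes at E11.5 and by 14153 genes at E14.5 (n = 3 embryos per sex and age). Kcne2, a potassium channel subunit of the choroid plexus, passed this minimum at E14.5, with 13.6 ± 3.65 CPM in males and 12.2 ± 3.73 in females (SD, n = 3). At E11.5 it was at 0.111 ± 0.108 CPM in males and had no count in the 3 females. Hemgn, a nuclear protein of blood-forming cells, passed it at E11.5, with 38.8 ± 12.5 CPM in males and 34.2 ± 10.1 in females, and stood at 0.122 ± 0.0931 and 0.128 ± 0.0773 CPM at E14.5.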

Traditional beliefs have long suggested that the brain follows a default pathway towards developing a female phenotype, and it undergoes masculinization through exposure to male sex hormones, specifically testosterone, during the perinatal stage (around E18.5 in mice)^21,22^. Among the brain regions that exhibit sexual dimorphism, the hypothalamus has garnered significant attention due to its association with reproductive behavior. Recent groundbreaking studies have shed light on the role of a specific gene, *Ptf1a*, expressed in the embryonic hypothalamus before the surge of sex hormones, as evidenced by the loss of reproductive behavior observed in *Ptf1a* knockout mice following sexual maturity^23,24^. However, it is important to note that these investigations have primarily focused on sexual differentiation in the hypothalamus, leaving open questions regarding the existence of similar genetic mechanisms in other brain regions, such as the cerebral cortex, which is responsible for higher brain functions. Further exploration in these areas is necessary to comprehensively understand the genetic mechanisms underlying sexual differentiation in the brain.

Previous studies have investigated gene expression profiles in the mammalian brain, specifically in male and female mouse whole brain or whole heads, prior to the surge of sex hormones at E10.5 and E11.5^25,26^. These studies have identified a limited number of candidate genes on the sex chromosomes that exhibit sex difference in the expression. Additionally, quantitative polymerase chain reaction (PCR) analysis of the whole mouse brain at E13.5 has shown the specific expression of six genes on the Y chromosome in males, while their homologous genes on the X chromosome display robust expression in females^27^. Despite these findings, the precise involvement of these genes in the sexual differentiation of the brain remains unclear.

Based on the aforementioned background, the current study aimed to conduct a comprehensive analysis of gene expression analysis in the cortical primordium of wild-type mice at E11.5 and E14.5. The objective was to identify differences in gene expression profiles between males and females prior to the surge of sex hormones. To investigate potential sex differences in gene expression prior to the sex hormone surge during mouse development, we conducted a comprehensive gene expression analysis using bulk RNA-seq data of the developing telencephalons at two crucial time points: E11.5 (characterized by NSC proliferation) and E14.5 (marked by massive neurogenesis) (Fig. 1A,B)^28,29^. To relate the transcriptomic differences, we validated expression of the genes of interest by *in situ* hybridization and quantitative real-time polymerase chain reaction (qRT-PCR). We also analyzed cytoarchitecture of the embryonic cortex at E11.5, E14.5 and E17.5.

## Methods

### Experimental animals

Wild-type C57BL/6 J mice, bred and housed at the Experimental Animal Facility of the Tohoku University Graduate School of Medicine, were used for the experiments in this study. Female mice were mated with male mice, and embryos at E11.5, E14.5, and E17.5 were analyzed, with the day of vaginal plug confirmation considered as embryonic day 0.5. The mice were purchased from CLEA Japan Inc. All animal experiments conducted in this study were performed in accordance with the “Regulations for Animal Experiments at Tohoku University” and complied with ARRIVE guidelines. The study was approved by the Specialist Animal Experimentation Environment and Safety Committee of Tohoku University (2020 Medical Research and Development −109-10). The animals were treated according to the National Institutes of Health guidance for the care and use of laboratory animals.

### Sex determination

The sex of mouse embryos was determined using a combination of genomic PCR and morphological observation of gonadal primordia. For E14.5 embryos, after sample acquisition, the embryos were dissected, and the gonadal primordia located on the dorsal surface of the hind limb were isolated to determine the sex based on morphological differences, following a previously reported method^30^. The sex of the samples at the other developmental stages were determined only by genomic PCR. Tails from embryos were isolated at the time of sample acquisition and added to 50 µL of tissue lysate (1× Mg^2+^-free GoTaq buffer (Promega), 0.8 mg/mL Proteinase K, 1% NP40), then incubated overnight at 57 °C on a hot plate. Proteinase K was inactivated by heating the lysate at 95 °C for 15 minutes using an incubator. The lysate was then centrifuged at 15,000 rpm at 4 °C for 15 minutes, and the supernatant was collected as the genomic extract for PCR. The following PCR conditions were used: 1 μL of the supernatant was added to the GoTaq PCR reaction mixture (1 × Mg^2+^-free PCR buffer, 0.75 mM MgCl2, 0.1 mM dNTPs, 0.5 μM *Sry* forward primer: 5′-tgaatgcatttatggtgtgtc-3′, 0.5 μM *Sry* reverse primer: 5′-aatctctgtgcctcctggaa-3′, 1 unit of Taq polymerase). The PCR amplification was performed as follows: 95 °C for 2 minutes, followed by 30 cycles of 95 °C for 30 seconds, 55 °C for 30 seconds, and 72 °C for 1 minute, with a final extension at 72 °C for 2 minutes.

### Library preparation and RNA sequencing

The whole telencephalon, including the primordia of the cerebral cortex and the basal ganglia, was dissected from E11.5 and E14.5 WT C57BL/6 J mouse embryos during the light phase of the day. To minimize potential developmental variations between male and female samples, an equal proportion of male and female samples from the same littermates was selected (Supplementary Table S3). For precise dissection of the telencephalon, fine forceps (REGINE #5) and the microscissors (Leprex, LMB-50-7) were utilized^31^. At E11.5, the eye primordium was removed first to prevent contamination of the brain sample with the eye tissue. The border between the telencephalon and diencephalon was cut using fine forceps, and only the telencephalon was collected. Any excess tissue along the border was also excised to clearly expose the lateral ventricles^32^. At E14.5, the skull tissue was carefully removed from the entire brain, and the whole brain was dissected from the head of the embryo. The whole telencephalon of E14.5 embryos was dissected following the previously described method^33^. The dissected tissues were immediately placed in the tubes filled with the RNA*later*™ Stabilization Solution (Invitrogen) and stored at −80 °C by following the guidelines of the solution for long-term preservation. At the same time as the brain dissection, tail samples were collected from the embryos for sex determination using PCR (refer to ‘Sex determination’ section). Following sex determination, RNA was extracted from the telencephalon using the RNeasy Plus Mini Kit (QIAGEN). Sequencing of expression products (RNA-seq) for a total of 12 animals was commissioned by Takara Bio Inc. using samples from three male and three female telencephalons at E11.5 and E14.5, respectively. cDNA was synthesized with TruSeq Stranded mRNA Sample Prep Kit (Illumina) using XT-Auto System (Agilent). Subsequently, the generated libraries were then sequenced on HiSeq. 2500 platform (Illumina) with 100 bp paired end modules. The resulting sequenced reads were aligned to mouse reference genome GRCm38 (mm10) using STAR (v2.6.0c) and annotated using Genedata Proflier Genome (v13.0.11), which yielded mapped reads ranging from 46 to 75 million per sample.

### qRT-PCR

Samples were collected from the telencephalon of each embryo at E14.5. Total RNA was extracted using the RNeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions. Subsequently, reverse transcription (RT) was carried out with the SuperScript™III First-Strand Synthesis System (Invitrogen). qRT-PCR was conducted as previously described^34^, in duplicate with TaqPro Universal SYBR qPCR Master Mix (Vazyme). The relative expression levels of the target genes were calculated using the 2^−ΔΔCt^ method, with *Sdha* serving as internal control. Primers were designed with Primer3Plus (https://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi) and listed in Supplementary Table S1. At least eight embryos of each sex were examined.

### Brain tissue sampling

To ensure consistent fluorescence immunostaining and fixation, perfusion fixation was performed on mouse embryos at E14.5 and E17.5. After removing the embryos from the pregnant mother, 4% paraformaldehyde (PFA, Sigma) dissolved in phosphate-buffered saline (PBS: 137 mM NaCl, 1.34 mM KCl, 10.1 mM Na2HPO4, 1.76 mM KH2PO4) was used for perfusion fixation. A borosilicate glass capillary (outer diameter: 1.5 mm, inner diameter: 0.86 mm) was attached to a peristaltic pump (ATTO). A 23-G needle (Terumo) was inserted through the left ventricle and then the right atrium was subsequently incised. Finally, 4% PFA was perfused at a flow rate of 3 mL per minute through the left ventricle of the embryo until no visible blood remained in the head^35^. The capillaries were prepared using a puller (PB-7, NARISHIGE), and the tips were sharpened with a forceps. Perfusion fixation was not performed on E11.5 mouse embryos.

For E11.5 mouse embryos, whole bodies were removed from pregnant mothers. For E14.5 and E17.5 mouse embryos, brain primordia were removed and then fixed overnight under 4 °C with 4% PFA while being gently shaken. The tissue was subsequently washed three times with PBS for 15 min at room temperature. Next it was immersed in 10% sucrose/PBS and 20% sucrose/PBS overnight at 4 °C, respectively. After these steps, the tissue was embedded in O. C. T Compound (Tissue-Tek, Sakura), gently frozen on dry ice, and sectioned. The sections were stored in a −80 °C deep freezer until further preparation.

### Fluorescence immunohistochemistry

Fluorescence immunohistochemistry was employed to examine the tissue architecture of the embryonic brain, following the method described in previous papers^36^ with necessary modifications. First, 14 µm thick frozen coronal sections of the embryonic brain was prepared using a cryostat (CM3050S, Leica). Sections taken at approximately 140 µm intervals for embryos at E11.5 and at approximately 200 µm intervals for embryonic brains at E14.5 and E17.5 were mounted on MAS-coated glass slides (Matsunami) and air-dried at room temperature for 15 minutes using a negative pressure device (Kartell). The prepared glass slides with the sections were stored in a −80 °C deep freezer until ready for use.

The sections were washed three times at room temperature for 5 minutes each in a staining bath containing 0.1% Triton X-100/TBS (TBST, Tris-buffered saline: 137 mM NaCl, 2.68 mM KCl, 24.8 mM Tris-base, pH 7.4). After the washes, excess water was gently drained, and a water-repellent line was drawn around the sections using a PAP Pen (Cosmo Bio). Next, a blocking solution composed of 3% bovine serum albumin (SIGMA) in 0.1% TBST was added onto the sections, and blocking was performed at room temperature for 30 minutes in a humidified chamber. The primary antibody solution was added to the sections and incubated overnight at 4 °C in a humidified chamber (see Supplementary Table S2 for the dilution ratios of the antibodies).

Following the primary antibody reaction, the sections were washed three times with TBST for 5 minutes each at room temperature in a staining glassware. Secondary antibody solution was added to the sections and incubated at room temperature in the dark for 1 hour (see Supplementary Table S2 for the dilution ratios of the antibodies). After completion of the secondary antibody reaction, the sections were washed three times with TBST for 5 minutes each at room temperature in a staining glassware. Excess water was removed, and the sections were sealed and stored using VECTASHIELD (VECTOR). Immunostaining images were captured using an all-in-one fluorescence microscope (BZ-X710, KEYENCE) and a confocal microscope (LSM800, Zeiss).

### *In situ* hybridization

*In situ* hybridization using frozen sections was performed as previously described^32,36^. The E14.5 WT telencephalon samples were used for RNA extraction using RNeasy Plus Mini Kit (QIAGEN). The extracted RNA was used for cDNA synthesis using the SuperScript™III First-Strand Synthesis System for RT-PCR (Invitrogen). The cDNA fragments of *Eif2s3x* (NM_012010, nucleotides 1–600), *Eif2s3y* (NM_012011, nucleotides 18–618), *Kdm6a* (NM_009483, nucleotides 1284–2005) or *Kdm5d* (NM_011419, nucleotides 1298–1897) were cloned into pBluescript II SK (–) (Stratagene). The RNA probes were synthesized using the cloned plasmids by the DIG RNA labeling kit (Roche). The antisense RNA probes for four genes were generated with T3 RNA polymerase (Promega). The sense RNA probes for *Eif2s3y* and *Kdm5d* were generated with T7 RNA polymerase (Promega) and were used to confirm the specificity of hybridization signals using antisense probes. For observation, sections were visualized with a microscopy system (BZ-X710, KEYENCE).

### Quantitative analysis of tissue architecture of the embryonic mouse cortical primordium

The histological structure of the cortical primordium of the mouse embryo was categorized into four regions: ventricular zone (VZ, positive for Pax6), subventricular zone (SVZ, Pax6 negative and Tbr2 positive), intermediate zone (IZ, Tuj1 positive nerve fibers), and cortical plate (CP, Tuj1 positive cell bodies)^37^. To analyze the area of the cortical primordium, a method described in a previous study was employed. A 200 µm wide segment was created at the midpoint of a straight line drawn from the dorsoventral border of the telencephalon to the dorsal and medial border of the mantle^38^. The area of the four brain regions within this segment was measured. The statistical test was carried out for both raw values and relative area of the four regions adjusted to total area of the cortex.Manual area measurements were conducted using the region of interest (ROI) manager tool of Fiji software. This approach allowed for the quantitative analysis of the tissue architecture of the cortical primordium in mouse embryo, providing valuable insights into its structural organization. The experimenter was not blinded to the sex of the samples.

### Statistics

All the statistics were performed using Python. The results of the statistical tests are summarized in “a dataset of results for statistical test.xlsx” in figshare^28^.

## Data Records

The following eight files related to RNA-seq and histological analysis data derived from male and female embryonic telencephalons have been deposited in figshare^28^.

a dataset of detailed descriptions of each file in figshare and GEO.docx

a dataset of expression_fpkm_counts.xlsx

a dataset of differentially expressed genes in the E14.5 telencephalons.xlsx

a dataset of gene list in Fig. 3A .xlsx

a dataset of HistologicalAnalysis.xlsx

a dataset of Immunohistochemistry_images.zip

a dataset of Immunohistochemistry_images_ScaleBar.zip

a dataset of Immunohistochemistry_images_analysis_ScaleBar.zip

a dataset of results for statistical test.xlsx

The following 24 files of raw RNA-seq data and one file of expression counts using RNA-seq FPKM derived from male and female embryonic telencephalons have been deposited in NCBI Gene Expression Omnibus (GEO)^29^.

24 raw RNA-seq files are named as follows e11/14 (E11 or E14, developmental stages) _male/female_1/2/3_R1/2.fastq. RNA-seq data are three replicates. The name of excel file is a dataset of expression_fpkm_counts.xlsx. “A dataset of detailed descriptions of each file in figshare and GEO.docx” is available in figshare for detailed descriptions and deposition website of each file.

## Technical Validation

### Sample information

Three embryos per each of four groups (E11.5 male, E11.5 female, E14.5 male, and E14.5 female) were used for the analyses of bulk RNA-seq; three male and three female embryos were selected from two litters for E11.5 groups. 

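RNA of whole telencephalons of C57BL/6J embryos, with the primordia of the cortex and the basal ganglia, was extracted with RNeasy Plus and made into TruSeq Stranded mRNA libraries, which select RNAs with a poly(A) tail. The libraries were read on a HiSeq instrument as paired reads, which were aligned to GRCm38 (mm10) with STAR 2.6.0c and assigned to genes in Genedata Profiler Genome. The deposited table gives 26190 genes with a count and an FPKM value for each of the 12 libraries. The counts are estimates, and 17.3% of them are not whole numbers (not exactly equal to their rounded value, however small the difference). How reads that match several genes were shared out is not stated in the paper's text. FPKM was the count divided by the transcript length in kilobases and by a scaled library total that is larger than the sum of the gene counts. The gene counts summed to 83.0 ± 0.977% of that total in E14.5 males and 86.4 ± 0.809% in E14.5 females, and to 88.5 ± 0.300% and 88.2 ± 0.376% in E11.5 males and females (SD, n = 3 libraries each). The sum of gene counts per library was 23013950 to 25255006 in E11.5 males, 21284326 to 22635518 in E11.5 females, 17551763 to 21489997 in E14.5 males and 22727782 to 28355361 in E14.5 females. A count of 0 in a library allows up to 3 counts, which is 0.138 CPM at E11.5 and 0.119 CPM at E14.5 in the females, for counting error alone. The supplementary table of embryos gives 3 mothers at E11.5, with 1 male and 1 female embryo from each, and at E14.5 1 mother for replicates 1 and 2 of both sexes and another for replicate 3. It also gives each of the 4 groups a sequence ID series of its own, so that the series and the group cannot be told apart. Female and male libraries were compared at each age with edgeR's quasi-likelihood test in a fit of all 12 libraries, over genes with a mean count of at least 16 in at least 1 group. Genes are described as higher or lower at an adjusted p under 0.05 and an absolute log2 ratio above 0.5.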

For E14.5 groups, two embryos were originated from the same litter and an additional one embryo came from another litter (Supplementary Table S3). For immunohistochemistry, we analyzed six groups including three male and female telencephalic samples at E11.5, ten male and female samples at E14.5, and four male and female samples at E17.5. We used more sample for E14.5 embryos since we expected there might be cytoarchitectural difference at this stage in consistent with the sex difference in gene expression profile at E14.5 (Fig. 4B,C, Supplementary Table S4). For E17.5 embryos where we found cytoarchitectural difference, we additionally quantified six sections per embryo with four samples to check the reproducibility of the results.

### RNA quality check

The quality of total RNA was assessed using the 2200 TapeStation (Agilent) by evaluating the RNA concentration, total amount, and the ratios of 260/280 and 260/230. All samples of RNA Integrity Number (RIN) values were 9.8 and more, which is sufficient to perform the RNA-seq analyses (Supplementary Table S3).

### Principal component analysis

To validate the data-collection procedure, inter-group comparisons were conducted between females and males. This involved performing a Principal Component Analysis (PCA) using the R programming language, specifically the “prcomp” command. Prior to the PCA, certain genes were deemed unreliable and thus excluded based on predefined criteria. These criteria included genes with zero variance of expression values within both male and female telencephalons groups or with a count value less than 16 in each group. As a result of PCA clustering, samples from same biological group were clustered closely (Fig. 1C) indicating validity of our RNA-seq data.

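Neurod6, a transcription factor of cortical neurons, was at 6.38 ± 2.74 CPM in males and 4.73 ± 1.64 in females at E11.5, and at 525 ± 86.9 and 444 ± 106 at E14.5 (SD, n = 3 embryos per sex and age). This is a log2 change with age of 6.46 (standard error 0.24, adjusted p = 2.87e-09, edgeR's quasi-likelihood test over both sexes). Lin28a, an RNA-binding protein of early progenitors, went from 11.8 ± 2.68 CPM in males and 15.0 ± 3.18 in females to 0.256 ± 0.151 and 0.0796 ± 0.00897 (log2 change -6.50, adjusted p = 1.37e-11). The first component of a principal component analysis of log2(FPKM + 1) held 61.1% of the variance and parted the ages, with mean scores of -84.8 ± 5.24 in E11.5 males, -93.0 ± 4.98 in E11.5 females, 96.5 ± 20.4 in E14.5 males and 81.3 ± 20.6 in E14.5 females (SD, n = 3). The second held 18.9% and parted the sexes at E14.5, at 65.4 ± 4.35 in males and -71.4 ± 13.1 in females. On the same component the E11.5 males were at -11.6 ± 3.44 and the E11.5 females at 17.62 ± 9.15, in the opposite order. The smallest two-sided p of an exact permutation test of 3 libraries against 3 is 0.1. Across genes, which are not independent replicates, the loading on the second component correlated negatively with GC content (Spearman's rho -0.721, so that genes of high GC content were higher toward the side of the E14.5 females), and that on the first hardly did (0.0397). The E14.5 embryos of the second mother (replicate 3 of both sexes) stood apart from their group, at 119.6 (male) and 105 (female) on the first component, where the other E14.5 libraries lay between 67.2 and 89.0.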

### Volcano plot

A volcano plot was generated using Python with the seaborn.scatterplot command. This plot visually represented the ratio of gene expression between males and female telencephalons (Log_2_(female expression (FPKM)/male expression)) on the horizontal axis and the confidence level based on statistical analysis (Log_10_(*q*-value)) on the vertical axis. Specific details regarding *q*-values can be found in the “Statistical Processing” section. Genes meeting the conditions of *q*-value < 0.05 and an absolute Log_2_(female expression level/male expression level) > 0.5 were identified as Differentially Expressed Genes (DEGs) in both males and females, and their count was determined. Most of the DEGs appeared with the criteria at E11.5 and a part of DEGs at E14.5 (Fig. 1D,E, Supplementary Table S5–9, ‘List of differentially expressed genes in the E14.5 telencephalons’ in figshare^28^) were consistent with prior studies utilizing microarray analysis and RT-PCR of the entire mouse brain at E10.5, E11.5 and E14.5^25–27^, indicating validity of our RNA-seq data^28,29^.

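Xist, the RNA that coats and silences the inactive X chromosome, was at 2134 ± 76.9 CPM in E11.5 females (SD, n = 3) and had 2 to 6 counts per E11.5 male library. The Y chromosome genes Ddx3y, an RNA helicase, and Uty, a relative of the histone demethylase Kdm6a, had no count in any female library. Ddx3y was at 66.1 ± 3.88 CPM in E11.5 males and Uty at 37.4 ± 1.21 (n = 3), at least 481-fold and 272-fold higher than the level that 3 counts per library would give in females. Of 9 listed Y chromosome genes, 4 were measured and all 4 were lower in females at both ages. Of 13 measured genes that escape X inactivation in mouse, 6 were higher in females at E11.5 (Xist, Kdm6a, Eif2s3x, Jpx, Ftx and 5530601H04Rik) and none was lower (edgeR's quasi-likelihood test, where 8 were higher at the adjusted p alone), and 7 were higher when adjusted over the list alone. The set test camera gave this list an adjusted p of 7e-17 (adjusted p = 0.00124 with an estimated correlation). The list was chosen for a difference between the sexes and holds Xist, so this was in part fixed in advance. No result without Xist is given. Jpx, an activator of Xist, had a log2 ratio of 0.67 (adjusted p = 0.021), which fell short without any 1 of the 6 E11.5 libraries (adjusted p 0.0569 to 0.0917), and 5530601H04Rik had 0.58 (adjusted p = 0.00872) and 0.47 without E11.5 male 2. At E11.5, 5 of the 13 were higher after the correction for GC content and length, without 5530601H04Rik (0.47). At E14.5, 2 of the 13 were higher (Xist and Mid1, a microtubule-associated ubiquitin ligase) and 2 lower (Ftx and 5530601H04Rik), also when adjusted over the list alone. Ftx, a noncoding RNA of the X inactivation center, was at 13.3 ± 0.788 CPM in females and 8.57 ± 1.06 in males at E11.5, and at 11.9 ± 0.448 and 20.7 ± 0.88 at E14.5 (change of the log2 ratio -1.43, adjusted p = 4.53e-06). After the correction for GC content and length, 5 of the 13 were higher at E14.5 (Xist, Kdm6a, Eif2s3x, Mid1 and Car5b, a mitochondrial carbonic anhydrase named after its value was seen) and 1 was lower (Ftx), with a camera adjusted p of 0.0168 (adjusted p = 0.315 with an estimated correlation) against 0.662 without the correction. At E11.5, 8 of 524 tested genes on the X chromosome (1.53%) and 42 of 13925 on the autosomes (0.302%) differed between the sexes (Fisher's exact test, two-sided, p = 0.000397), and at E14.5 60 (11.5%) and 1612 (11.6%) did (p = 1). The direction was not alike at E14.5. On the X chromosome 9 were higher in females and 51 lower, and on the autosomes 855 and 757. After the correction for GC content and length these were 5 and 14, and 94 and 265.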

### *In situ* hybridization

*In situ* hybridization showed the reproducibility of the RNA-seq data. 

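Kdm6a, a demethylase of histone H3 that escapes X inactivation (GRCm38 chromosome X, 18162575 to 18279936), was at 105 ± 3.36 CPM in E11.5 females and 65.6 ± 1.27 in males (SD, n = 3 embryos per sex). Its log2 ratio of female to male was 0.68 (standard error 0.05, adjusted p = 9.02e-07, edgeR's quasi-likelihood test). Eif2s3x, a subunit of a translation initiation factor (chromosome X, 94188709 to 94212651), was at 515 ± 15.2 CPM in females and 326 ± 7.63 in males, a log2 ratio of 0.66 (standard error 0.04, adjusted p = 7.34e-07). Kdm5d, another histone demethylase, and Eif2s3y, the Y chromosome counterpart of Eif2s3x, had no count in any female library. Kdm5d (chromosome Y, 897788 to 943811) was at 81.3 ± 4.79 CPM in E11.5 males and 96.8 ± 5.86 in E14.5 males, at least 591-fold and 810-fold higher than 3 counts per library would give in females. Eif2s3y (chromosome Y, 1010595 to 1028594) was at 32.3 ± 4.03 CPM in E11.5 males and 55.9 ± 3.76 in E14.5 males, at least 235-fold and 468-fold higher on the same floor. At E14.5 the females were at 78.8 ± 3.34 CPM for Kdm6a and the males at 65.0 ± 1.18, a log2 ratio of 0.28 (adjusted p = 0.000246), under the minimum of 0.5. Eif2s3x was at 374 ± 6.41 CPM in E14.5 females and 278 ± 9.83 in males (log2 ratio 0.43, adjusted p = 3.79e-06), also under it. The log2 ratio changed from E11.5 to E14.5 by -0.40 for Kdm6a (adjusted p = 0.000291 for the interaction of sex and age) and by -0.23 for Eif2s3x (adjusted p = 0.00846). After a correction for the GC content and length of the transcripts, the log2 ratios of Kdm6a and Eif2s3x were 0.62 and 0.59 at E11.5 and 0.59 and 0.64 at E14.5, all past the minimum, and neither change between the ages passed (-0.03 with adjusted p = 0.812, and 0.05 with adjusted p = 0.584).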

DEGs showing high fold change were selected: *Kdm6a* and *Eif2s3x* (female dominant expression), *Kdm5d* and *Eif2s3y* (male dominant expression). As a result, *Kdm6a* and *Eif2s3x* showed stronger signal in the telencephalon of the female samples, while *Kdm5d* and *Eif2s3y* showed stronger signal in the male samples, which is in consistent with RNA-seq data (Fig. 1F), indicating the reproducibility and validity of the RNA-seq data.

### Hierarchical clustering and Gene Ontology analysis

Hierarchical clustering and heatmap generation were performed using Python with the seaborn.clustermap command. These analyses aimed to characterize groups of DEGs in males and females. Additionally, a Gene Ontology (GO) gene sets from the Molecular Signatures Database (https://www.gsea-msigdb.org/gsea/msigdb/)^39^ was utilized to provide functional insights into these DEGs. Gene Set Enrichment Analysis (GSEA), as described in previous studies by^40–42^, was employed. As a result, genes associated with the suppression of the Notch signaling pathway displayed elevated expression levels in the female telencephalon at E14.5 (Fig. 2B–D, Supplementary Table S10). 

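At E14.5, 6 of the 35 genes of Supplementary Table S10 were higher in the female telencephalon and 1 was lower, with a median log2 ratio of 0.251 over the list (n = 3 embryos per sex). Notch3, a Notch receptor (GRCm38 chromosome 17, 32120820 to 32166890), was at 104 ± 11.3 CPM in females and 67.7 ± 4.82 in males (SD), a log2 ratio of 0.62 (adjusted p = 2.14e-05, edgeR's quasi-likelihood test). Dlx2, a homeobox gene of the ventral telencephalon, was at 175 ± 23.4 CPM and 112 ± 7.5 (0.65, adjusted p = 8.92e-05), and Arrdc1, an adaptor of the arrestin family, at 7.75 ± 0.791 and 4.95 ± 0.908 (0.64, adjusted p = 0.00189). Of the other three higher genes, Zbtb7a, a transcriptional repressor, had 0.52 (0.48 without E14.5 female 1). Gata2, a transcription factor of blood and interneuron lineages, had 0.61 (adjusted p = 0.0276), and Dlk2, a relative of the Notch ligands, had 0.60 (adjusted p = 0.0442). Gata2 fell short without any of 5 E14.5 libraries (males 1, 2 and 3, females 1 and 3, adjusted p 0.0564 to 0.108) and Dlk2 without any of 8 (E11.5 females 1, 2 and 3 and male 3, E14.5 males 1 and 2 and females 1 and 3, adjusted p 0.0503 to 0.17). Egfr, the receptor of epidermal growth factor, was lower (-0.71, adjusted p = 0.0158), but not without E14.5 male 3 (-0.43), female 1 (-0.60, adjusted p = 0.0672) or female 2 (-0.59, adjusted p = 0.0647), and Bend6, a transcriptional repressor, was lower without E14.5 female 3 (-0.50). At the adjusted p alone 19 were higher and 1 lower, and when adjusted over the list alone 6 and 1, which is not independent evidence, since the study chose the list on these samples. In the set test camera the list was higher in females (p = 0.00105, adjusted p = 0.0059 over 28 lists, adjusted p = 0.074 with an estimated correlation). After the correction for GC content and length, no gene of Table S10 was called (2 were higher at the adjusted p alone, Dlx2 with 0.30 and Ythdf2, a reader of methylated RNA, and the list's median was 0.0632, camera adjusted p = 0.186). At E11.5, none of the 35 differed between the sexes, also at the adjusted p alone (edgeR's quasi-likelihood test).

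**Figure D2:**
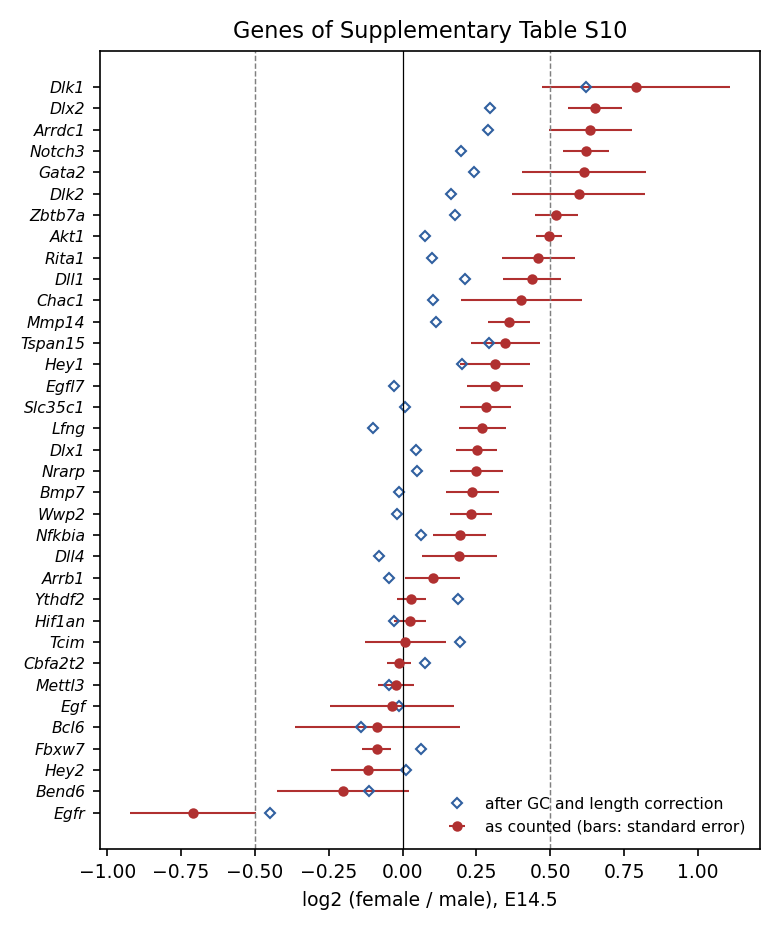
Log2 ratio of female to male at E14.5 (horizontal axis) for the 35 genes of Supplementary Table S10 (vertical axis). Red points are the values as counted, with bars of 1 standard error, and blue open diamonds the values after the correction for GC content and length. Dashed lines mark log2 ratios of 0.5 in each direction. Of the red points, 27 lie above 0.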

Notch signal is activated in the undifferentiated NSCs and inhibited in neurons and neural precursor cells^34,43^, and we found suppression of Notch signaling pathway as indicated by GSEA analysis (Fig. 3A,B). Consistently, *Tuj1* (*Tubb3*, a neuronal marker), *Fezf2* (a marker for layer V neurons), and *Cux2* (a marker for layer II-IV neurons) demonstrated higher expression levels in the female telencephalon at E14.5 (Fig. 3B). 

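Tubb3 (GRCm38 chromosome 8, 123411553 to 123422015), a tubulin of neurons, was at 1614 ± 39.0 CPM in E14.5 females and 1263 ± 22.7 in males (SD, n = 3 embryos per sex), a log2 ratio of 0.35 (standard error 0.05, adjusted p = 9.42e-05, edgeR's quasi-likelihood test). Fezf2 (chromosome 14, 12341892 to 12345865), a transcription factor of deep layer neurons, was at 85.3 ± 8.85 CPM and 62.3 ± 3.82 (0.45, standard error 0.07, adjusted p = 0.000154). Cux2 (chromosome 5, 121860216 to 122049851), a transcription factor of upper layer neurons, was at 63.6 ± 5.76 CPM and 39.1 ± 4.81 (0.70, standard error 0.10, adjusted p = 0.000112), and was the marker of these that passed the minimum log2 ratio of 0.5. Fezf2 passed it without E14.5 male 3 (0.50) or female 2 (0.51). In the other direction Map2, a microtubule protein of neurons, was called lower in females without E14.5 male 2 (-0.50) or female 3 (-0.56), and Gad1, an enzyme that makes GABA, without male 1 (-0.50). Of 20 neuronal genes, 2 were higher in females, Rbfox3 (54.1 ± 5.4 CPM against 37.3 ± 2.44, log2 ratio 0.53, under 0.5 without E14.5 male 1, 0.49, or female 3, 0.46) and Elavl3 (548 ± 44.3 against 386 ± 42.5, 0.50, under it without male 1, 0.47, male 2, 0.45, or female 3, 0.44), and none was lower (4 and 2 at the adjusted p alone, 2 and 0 when adjusted over the list alone). The median of that list was -0.0281 while the set test camera ranked it up (adjusted p = 0.874). Of 12 upper layer genes Cux2 was higher and none lower (5 and 0 at the adjusted p alone, 1 and 0 when adjusted over the list alone, camera adjusted p = 0.291). Of 12 deep layer genes none was called in edgeR's test, where at the adjusted p alone Fezf2 was higher and Foxp2 lower (-0.34, adjusted p = 0.000755). Of 20 genes of the ventral telencephalon, Dlx2, Dlx5 (45.2 ± 5.69 CPM against 29.4 ± 1.59) and Slc32a1, the transporter that loads GABA into vesicles (40.1 ± 4.35 against 26.6 ± 1.71), were higher and none was lower (8 and 2 at the adjusted p alone, 3 and 0 when adjusted over the list alone). Of 8 genes of Cajal-Retzius cells, Reln, which encodes a secreted protein that guides layering, was lower in females (195 ± 60.8 CPM against 355 ± 56.7, log2 ratio -0.86, adjusted p = 0.00453), also when adjusted over the list alone. After the correction for GC content and length, the log2 ratios were 0.03 for Tubb3 (adjusted p = 0.684), 0.17 for Fezf2 (adjusted p = 0.132), 0.44 for Cux2 (adjusted p = 0.00346) and -0.85 for Reln. Dlx2 (0.30), Dlx5 (0.43) and Slc32a1 (0.10, adjusted p = 0.524) were then not called, and of the ventral list Nr2f2, a nuclear receptor named after its value was seen, was higher (0.52). No gene of the neuronal, deep layer or upper layer lists was then called (3 and 2, 1 and 0, 3 and 1 at the adjusted p alone). The paper states that Notch signaling is active in undifferentiated neural stem cells and inhibited in neurons and their precursors, and that at E14.5 Tubb3 is expressed in immature neurons and Fezf2 and Cux2 in early differentiated ones. It takes these, the suppression of the pathway in its gene set analysis and the higher levels of these markers in females as support for the coherence of its data.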

At E14.5, *Tuj1* is expressed in immature neurons^44^, and *Fezf2* and *Cux2* are expressed in early differentiated neurons^45,46^. These results support the consistency of our data.

**Fig. 2:**
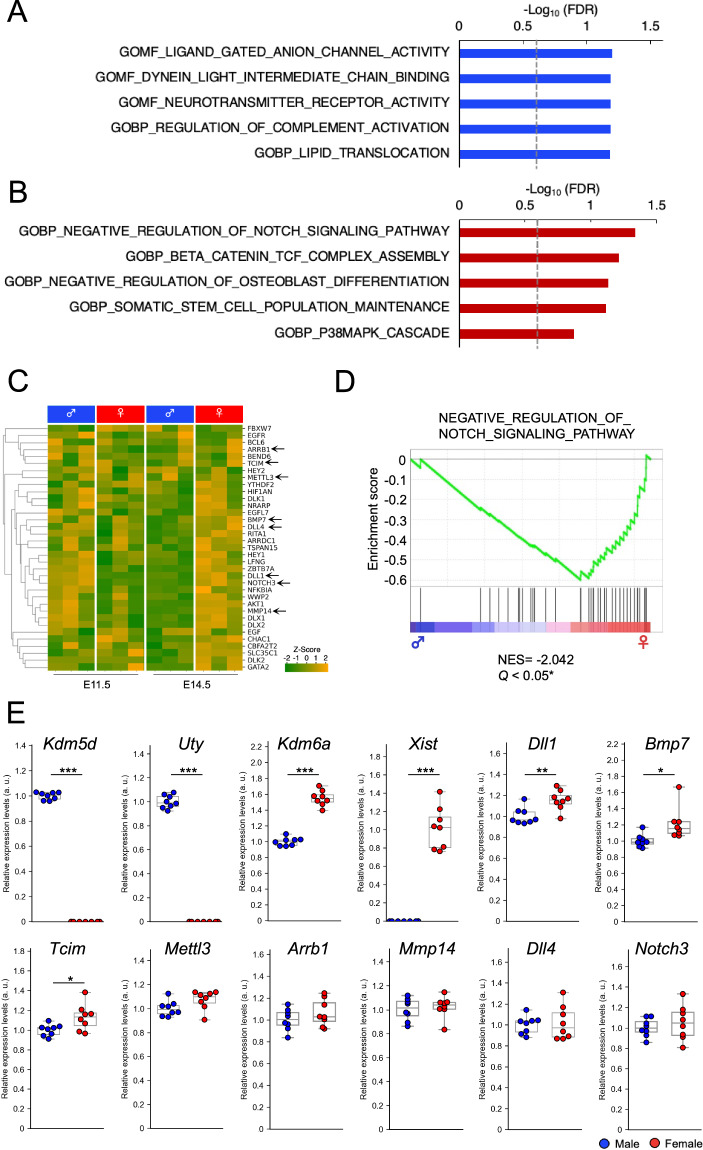
Gene Ontology analysis of differentially expressed genes between males and females at E14.5. (**A,B**) Gene Ontology (GO) analysis was performed on DEGs in male telencephalon (A, depicted in bule) or female telencephalons (B, decided in red) at E14.5. The horizontal axis represents the False Discovery Rate (FDR) on a logarithmic scale (-log_10_), and the dashed line indicates the statistically significant threshold with FDR < 0.25, corresponding to -Log_10_(FDR) > 0.60. Gene sets involved in the suppression of the Notch signaling pathway to maintain the undifferentiated state of neural stem cells (NSCs) are highly expressed in the female telencephalon. (**C**) A heatmap visualizes the gene expression in the GO category “NEGATIVE_REGULATION_OF_NOTCH_SIGNALING_PATHWAY.” The expression levels of many genes are similar between male and female telencephalons at E11.5. At E14.5, greater number of genes related to the Negative Regulation of Notch signaling pathway are highly expressed in the female telencephalon. The genes chosen for qRT-PCR validation are highlighted by arrows. (**D**) A Gene Set Enrichment Analysis (GSEA) plot depicts genes associated with the GO category “NEGATIVE_REGULATION_OF_NOTCH_SIGNALING_PATHWAY” at E14.5. The left side (blue) represents genes preferentially expressed in males, while the right side (red) represents genes preferentially expressed in females. The gene sets related to the aforementioned GO category are more abundant in the female telencephalon. (**E**) qRT-PCR analysis of the mRNA expression levels of the genes involved in “NEGATIVE_REGULATION_OF_NOTCH_SIGNALING_PATHWAY” and XY-linked genes in the telencephalon of male and female mice at E14.5 (n = 8). *Kdm6a*, *Xist*, *Dll1*, *Bmp7* and *Tcim* showed female dominant expression levels, while *Kdm5d* and *Uty* showed male dominant expression levels as in the case of RNA-seq data. Unpaired Student’s *t*-test *p < 0.05, **p < 0.005, ***p < 0.001.

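Other genes of Notch signaling and of progenitors were also examined at E14.5 (n = 3 embryos per sex, mean ± SD). Among 24 Notch receptors, ligands and targets, 5 were higher and none lower (edgeR's quasi-likelihood test, with 15 and 0 at the adjusted p alone, and 5 and 0 when adjusted over the list alone), with a camera adjusted p of 0.0043 (adjusted p = 0.409 with an estimated correlation). They were Notch1 (269 ± 27.3 CPM in females, 178 ± 3.25 in males, log2 ratio 0.60), Notch3, Hes5, a repressor that Notch induces (50.2 ± 11.4 and 30.6 ± 5.31, 0.72), Mfng, a glycosyltransferase that modifies Notch (0.56, and under 0.5 without E14.5 male 3 or female 2, 0.47 and 0.49), and Dtx1, a ubiquitin ligase (0.50, and short of the minimum without E14.5 males 1 or 2 or females 1 or 3, 0.43 to 0.50). Hes5 and Dtx1 were named after their values were seen. Of 15 genes of intermediate progenitors, 3 were higher (Gadd45g, a stress response gene, 53.0 ± 2.43 CPM against 31.4 ± 3.5, Neurog1, a proneural factor, 0.61, and Mfng) and none lower (10 and 0 at the adjusted p alone, 3 and 0 when adjusted over the list alone, camera adjusted p = 0.035, adjusted p = 0.173 with an estimated correlation). Neurog1 fell short without E14.5 male 3 (adjusted p = 0.0692), female 1 (0.0803) or female 2 (0.0631). Of 20 genes of neural stem cells, 4 were higher (Sox9, 118 ± 21.3 CPM against 70.4 ± 5.72, Lhx2, 319 ± 27.3 against 203 ± 23.1, Notch1 and Hes5) and Ptprz1, a phosphatase of radial glia, was lower (334 ± 63.7 against 525 ± 56). The counts were 7 and 5 at the adjusted p alone and 4 and 1 when adjusted over the list alone. After the correction for GC content and length, none of the 24 or of the 15 was called (2 and 0, 3 and 1 at the adjusted p alone), and of the 20 Sox9 stayed higher (log2 ratio 0.78).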

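The 35 genes of Supplementary Table S10 were ranked among 14454 genes by the difference between E14.5 females and males (n = 3 embryos per sex). Their normalized enrichment score was 1.95 toward females with fgsea on edgeR's moderated statistic (permutation p = 0.000163) and 2.13 on the signal-to-noise ratio of FPKM (permutation p = 1.85e-05). These permutations are over genes and take genes as independent, and their p values are not adjusted over the lists. In camera with an estimated correlation the list passed before the adjustment over 28 lists and not after it (adjusted p = 0.074). The study chose the list on these same libraries, so its direction is not independent evidence. Dll1, a ligand of the Notch receptors, was at 104 ± 16.3 CPM in females and 76.7 ± 7.97 in males (SD), a log2 ratio of 0.44 that passed 0.5 without E14.5 female 3 (0.56). Akt1, a kinase of growth factor signaling, was at 419 ± 5.37 CPM in females and 297 ± 3.84 in males (adjusted p = 1.16e-06, edgeR's quasi-likelihood test), with a log2 ratio just under 0.5. After a correction for the GC content and length of the transcripts, the score on the moderated statistic was 1.42 (permutation p = 0.0679, an alternative added after the data were seen).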

**Fig. 3:**
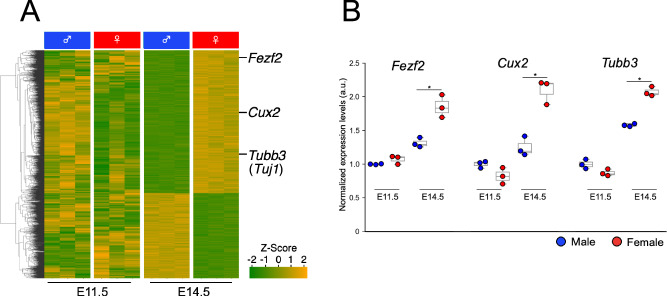
Neuronal genes are up-regulated in the female telencephalon at E14.5. (**A**) A heatmap illustrating the gene expression of the DEGs in the male and female telencephalon at E11.5 and E14.5. Neuronal genes, including *Fezf2*, *Cux2*, and *Tubb3* (Tuj1), show higher expression in the female telencephalons at E14.5. (**B**) Relative expression levels of *Fezf2*, *Cux2*, and *Tubb3* based on RNA-Seq data. The expression levels are normalized to that of the male telencephalon at E11.5, which is adjusted to a value of 1.0. *q < 0.05. The *q*-value represents the *p*-value from the Student’s *t*-test with multiple comparisons correction using the Benjamini-Hochberg method.

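Relative to the mean FPKM of E11.5 males, Fezf2 was at 1.85 ± 0.17 in E14.5 females and 1.32 ± 0.0715 in E14.5 males (SD, n = 3 embryos per group). Cux2 was at 2.09 ± 0.184 in E14.5 females and 1.25 ± 0.145 in males, and Tubb3 at 2.07 ± 0.071 and 1.58 ± 0.0201. In E11.5 females the values were 1.07 ± 0.0639 for Fezf2, 0.824 ± 0.121 for Cux2 and 0.872 ± 0.0505 for Tubb3. In a fit of the counts, the log2 ratios of female to male at E11.5 were 0.13 (adjusted p = 0.377), -0.25 (adjusted p = 0.250) and -0.17 (adjusted p = 0.118) in edgeR's quasi-likelihood test.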

### qRT-PCR

qRT-PCR was conducted to verify the reproducibility of the sex differences in the expression levels of the eight genes involved in GO term “NEGATIVE_REGULATION_OF_NOTCH_SIGNALING_PATHWAY”: *Dll1* (Delta like canonical Notch ligand 1), *Bmp7* (Bone morphogenetic protein 7), *Tcim* (transcriptional and immune response regulator), *Mettl3* (methyltransferase 3, N6-adenosine-methyltransferase complex catalytic subunit), *Arrb1* (Arrestin beta 1), *Mmp14* (Matrix metallopeptidase 14), *Dll4* (Delta like canonical Notch ligand 4) and *Notch3* (Notch receptor 3). Additional qRT-PCR assays were performed for *Kdm5d*, *Uty* (Y-linked genes), as well as *Kdm6a* and *Xist* (X-linked genes), to validate our qRT-PCR technique. These assays were conducted on new cohort of samples, with eight biological replicates for male and female at E14.5. The results confirmed clear sex difference in expression of *Kdm5d*, *Uty*, *Kdm6a* and *Xist* in consistent with RNA-seq data (Fig. 2E). Among the GO term, *Dll1*, *Bmp7* and *Tcim* showed higher expression in female than that of male, as in the case of the RNA-seq analysis (Fig. 2E). These findings support the reliability of our qRT-PCR data and RNA-seq data.

### Histological analysis

We checked whether there are sex differences in the cytoarchitecture of the developing cortex by immunohistochemistry (Fig. 4A, also refer to the “Quantitative analysis of tissue architecture of the embryonic mouse cortical primordium” section for a detailed explanation of the defined neuroanatomical areas). As a result, there were no significant differences in the thickness of VZ, SVZ, IZ and CP between males and females at E11.5 and E14.5 (Fig. 4B,C), while the SVZ consistently showed greater thickness in the female telencephalon at E17.5 in both the raw values and the relative values normalized to the whole cortex size (Fig. 4D). This finding supports the exist of sex difference in gene expression levels at E14.5 that might result in the sex difference in the cytoarchitecture at the later stages. These experimental and analytical procedures were carried out to ensure the technical rigor and reliability of the dataset used in this study.

**Fig. 4:**
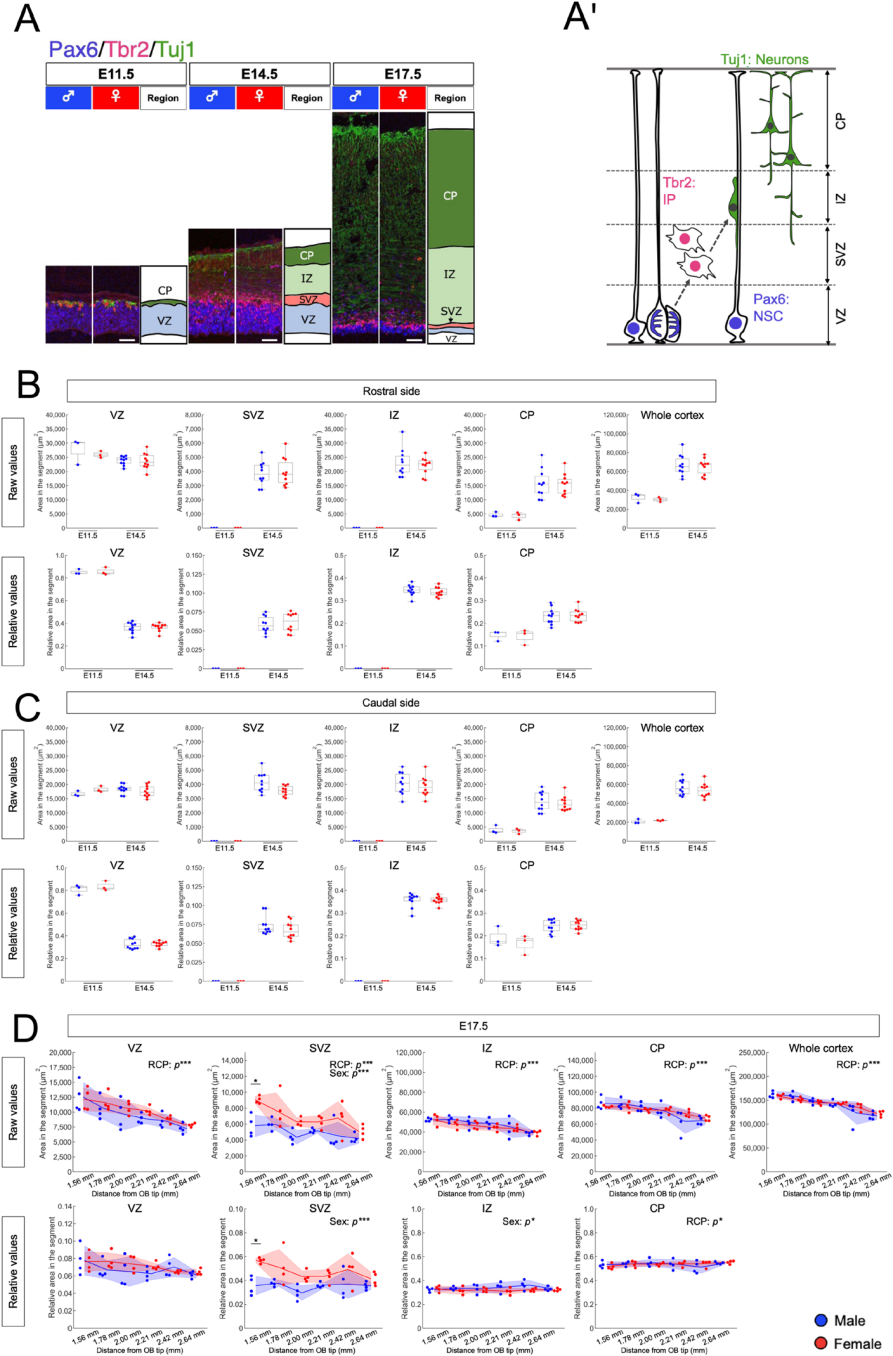
Analysis of sex differences in tissue organization in the embryonic mouse cerebral cortex primordium. (**A**) Tissue organization and schematic representation in the embryonic mouse cerebral cortex primordium at E11.5, 14.5, and 17.5. Immunohistochemistry was performed to measure the thickness of specific regions: ventricular zone (VZ, positive for Pax6), subventricular zone (SVZ, Pax6 negative and Tbr2 positive), intermediate zone (IZ, Tuj1 positive nerve fibers), and cortical plate (CP, Tuj1 positive cell bodies). Scale bar: 50 µm. (A’) Schematic representation of the different cell types involved in the construction of the embryonic mouse cerebral cortex primordium. The VZ contains the cell bodies of neural stem cells (NSCs), the SVZ contains intermediate progenitor cells (IPs), the IZ contains neuronal fibers and migrating immature neurons, and the CP contains a higher number of neurons. (B, C) Analysis of the raw area of VZ, SVZ, IZ, CP and the whole cortex within a 200 µm wide segment (upper panels) and the relative area of VZ, SVZ, IZ and CP compared to whole cortex (lower panel) at each developmental stage on the rostral (**B**) and caudal sides (**C**). (**D**) Analysis of the raw area of the VZ, SVZ, IZ, CP and the whole cortex within a 200 µm-wide segment (upper panels) and the relative area of the VZ, SVZ, IZ and CP compared to the whole cortex (lower panel) at E17.5 across six different rostro-caudal planes (1.56 mm to 2.64 mm from the tip of the olfactory bulb (OB)). Two-way ANOVA for rostro-caudal position (RCP)  × sex (*p < 0.05, ***p < 0.001), with post-hoc Tukey’s multiple comparison tests (*p < 0.05). The analysis includes three mice at E11.5, ten mice at E14.5 (**B,C**) and four mice at E17.5 (**D**) for both males and females.

### Supplementary information

Supplementary Tables

## Data Availability

The open access software and versions mentioned in the main text were utilized for quality control and data analysis as described in the methods. 1. The University of California Santa Cruz (UCSC) Genome Browser was used to annotate mouse genetic information^47,48^: http://hgdownload.soe.ucsc.edu/goldenPath /mm10/database/ 2. The R command ‘prcomp’ was utilized for inter-group comparisons of PCA in male and female telencephalons. 3. The Python command ‘seaborn.scatterplot’ was utilized for generating a Volcano plot in males and female telencephalons. 4. The Python command ‘seaborn.clustermap’ was utilized for generating hierarchical clustering and heatmap. 5. The Gene Ontology (GO) gene set from the Molecular Signatures Database was utilized^39^: https://www.gsea-msigdb.org/gsea/msigdb/. All code and scripts used for data analysis in this study can be found in the following links and articles: http://hgdownload.soe.ucsc.edu/goldenPath /mm10/database/, https://www.r-project.org/help.html, https://www.gsea-msigdb.org/gsea/msigdb/^39,47,48^.

# Supplementary material for: A Transcriptomic Dataset of Embryonic Murine Telencephalon
**Source:** Sci Data. 2024 Jun 5;11:586. doi: 10.1038/s41597-024-03421-x
**Supplement:** Supplementary file 1 — Supplementary Tables

Supplementary Table S1. Primer sequences for qRT-PCR.

Gene	Forward primer	Reverse primer
<i>Sdha</i>	GCTCCTGCCTCTGTGGTTGA	AGCAACACCGATGAGCCTG
<i>Bmp7</i>	ATTGCACCTGAAGGCTATGC	TGGGTACTGTGTCTGGGTTG
<i>Notch3</i>	GAAAAATGGAGCCAACAAGG	GCAGCCTGTCCAAGTGATCT
<i>Arrb1</i>	GGAGCGACTCATCAAGAAGC	GCAGAGTGACTGAGCATGGA
<i>Mmp14</i>	CTGGGAAGGAATCCCTGAAT	ACTTGGGATACCCTGGCTCT
<i>Dll1</i>	TCAGATAACCCTGACGGAGGC	AGGTAAGAGTTGCCGAGGTCC
<i>Dll4</i>	TTGCTCTCCCAGGGACTCTA	TCTGAGTAGGCTCCTGCCTTA
<i>Tcim</i>	CGACCAAGATTTGGAGGAGA	CCATTGGTGGATACGCTCTT
<i>Mettl3</i>	CTGGGCACTTGGATTTAAGGAA	TGAGAGGTGGTGTAGCAACTT
<i>Kdm5d</i>	AGTTGTTTCGTACAAACCAGTGT	CTGGCGTCCAACAGGTAGC
<i>Uty</i>	GAGGTTTTGTGGCATGGGAG	TGCAGAAGATAACGAAGGAGCTA
<i>Kdm6a</i>	CGGGCGGACAAAAGAAGAAC	CATAGACTTGCATCAGATCCTCC
<i>Xist</i>	GCCCAAAGGGACAAACAATC	GTAGCGAGGACTTGAAGAGAAG

Supplementary Table S2. List of antibodies for immunohistochemistry.

Antigen	Host	Manufacturers	Catalog	Dilution
Pax6	Rabbit	MBL	PD022	1:1000
Tbr2	Chicken	Millipore	AB15894	1:500
Tuj1	Mouse	BioLegend	801201	1:2000
Anti-Chicken-IgG-Alexa488	Chicken	Jackson ImmunoResearch	AB_2337390	1:500
Anti-Rabbit-IgG-Cy3	Rabbit	Jackson ImmunoResearch	AB_2307443	1:500
Anti-Mouse-IgG-Alexa647	Mouse	Jackson ImmunoResearch	AB_2338902	1:500

Supplementary Table S3. Embryo and mother details for bulk RNA-seq at E11.5 and E14.5. Details on the embryos and their respective mothers for the bulk RNA-seq at E11.5 and E14.5. The table includes the following five key parameters: Sample ID, Sequence ID, Mother ID, the number of pups, and RNA Integrity Number (RIN).

	

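The mother IDs show which libraries share a litter. After the mean of each sex was taken off, the E11.5 male and female embryos of 1 mother correlated across genes with r of 0.067, 0.132 and 0.225, and pairs from different mothers with -0.153 to 0.035. At E14.5 the male and female of replicate 3, from the second mother, correlated with 0.56, the 4 pairs of replicates 1 and 2, from the first mother, with 0.168 to 0.271, and pairs from different mothers with -0.3 to -0.421. Taking off the mean makes the deviations of a group cancel out, so positive values within a litter bring negative ones between litters by arithmetic. Genes are not independent replicates, so no p is given. The RNA Integrity Number scores how far the ribosomal RNA is intact. It was 10.0 in the E11.5 males, 9.9 in the E11.5 females, 9.8 to 9.9 in the E14.5 males and 10.0 in the E14.5 females.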

Sample ID	Sequence ID	Mother ID	# of pups	RIN
E11.5_male	R15-7	PR0657_04_a	R15	9	10.0
	R17-6	PR0657_05_a	R17	9	10.0
	R18-4	PR0657_06_a	R18	8	10.0
E11.5_female	R15-4	PR1336_04_a	R15	9	9.9
	R17-3	PR1336_05_a	R17	9	9.9
	R18-3	PR1336_06_a	R18	8	9.9
E14.5_male	R2-3	PR0721_04_a	R2	8	9.8
	R2-4	PR0721_05_a	R2	8	9.9
	R8-1	PR0721_06_a	R8	7	9.9
E14.5_female	R2-1	PR1190_04_a	R2	8	10.0
	R2-2	PR1190_05_a	R2	8	10.0
	R8-2	PR1190_06_a	R8	7	10.0

Supplementary Table S4. Litter information for immunohistochemistry at E11.5, E14.5 and E17.5.

Sample serial number	Mother ID	Embryo ID	Stage	Sex	Rostrro-caudal position	Image ID
1	592	4	E11.5	Male	Rostral_A	1_E11_Male1_Rostral_A
1	592	4	E11.5	Male	Caudal_A	2_E11_Male1_Caudal_A
2	592	5	E11.5	Male	Rostral_A	3_E11_Male2_Rostral_A
2	592	5	E11.5	Male	Caudal_A	4_E11_Male2_Caudal_A
3	592	6	E11.5	Male	Rostral_A	5_E11_Male3_Rostral_A
3	592	6	E11.5	Male	Caudal_A	6_E11_Male3_Caudal_A
4	592	1	E11.5	Female	Rostral_A	7_E11_Female4_Rostral_A
4	592	1	E11.5	Female	Caudal_A	8_E11_Female4_Caudal_A
5	592	2	E11.5	Female	Rostral_A	9_E11_Female5_Rostral_A
5	592	2	E11.5	Female	Caudal_A	10_E11_Female5_Caudal_A
6	592	3	E11.5	Female	Rostral_A	11_E11_Female6_Rostral_A
6	592	3	E11.5	Female	Caudal_A	12_E11_Female6_Caudal_A
7	528	3	E14.5	Male	Rostral_A	13_E14_Male7_Rostral_A
7	528	3	E14.5	Male	Caudal_A	14_E14_Male7_Caudal_A
8	528	4	E14.5	Male	Rostral_A	15_E14_Male8_Rostral_A
8	528	4	E14.5	Male	Caudal_A	16_E14_Male8_Caudal_A
9	528	6	E14.5	Male	Rostral_A	17_E14_Male9_Rostral_A
9	528	6	E14.5	Male	Caudal_A	18_E14_Male9_Caudal_A
10	570	2	E14.5	Male	Rostral_A	19_E14_Male10_Rostral_A
10	570	2	E14.5	Male	Caudal_A	20_E14_Male10_Caudal_A
11	570	4	E14.5	Male	Rostral_A	21_E14_Male11_Rostral_A
11	570	4	E14.5	Male	Caudal_A	22_E14_Male11_Caudal_A
12	570	5	E14.5	Male	Rostral_A	23_E14_Male12_Rostral_A
12	570	5	E14.5	Male	Caudal_A	24_E14_Male12_Caudal_A
13	683	10	E14.5	Male	Rostral_A	25_E14_Male13_Rostral_A
13	683	10	E14.5	Male	Caudal_A	26_E14_Male13_Caudal_A
14	745	2	E14.5	Male	Rostral_A	27_E14_Male14_Rostral_A
14	745	2	E14.5	Male	Caudal_A	28_E14_Male14_Caudal_A
15	745	4	E14.5	Male	Rostral_A	29_E14_Male15_Rostral_A
15	745	4	E14.5	Male	Caudal_A	30_E14_Male15_Caudal_A
16	745	8	E14.5	Male	Rostral_A	31_E14_Male16_Rostral_A
16	745	8	E14.5	Male	Caudal_A	32_E14_Male16_Caudal_A
17	528	5	E14.5	Female	Rostral_A	33_E14_Female17_Rostral_A
17	528	5	E14.5	Female	Caudal_A	34_E14_Female17_Caudal_A
18	528	7	E14.5	Female	Rostral_A	35_E14_Female18_Rostral_A
18	528	7	E14.5	Female	Caudal_A	36_E14_Female18_Caudal_A
19	528	8	E14.5	Female	Rostral_A	37_E14_Female19_Rostral_A
19	528	8	E14.5	Female	Caudal_A	38_E14_Female19_Caudal_A
20	570	1	E14.5	Female	Rostral_A	39_E14_Female20_Rostral_A
20	570	1	E14.5	Female	Caudal_A	40_E14_Female20_Caudal_A
21	570	7	E14.5	Female	Rostral_A	41_E14_Female21_Rostral_A
21	570	7	E14.5	Female	Caudal_A	42_E14_Female21_Caudal_A
22	570	9	E14.5	Female	Rostral_A	43_E14_Female22_Rostral_A
22	570	9	E14.5	Female	Caudal_A	44_E14_Female22_Caudal_A
23	683	1	E14.5	Female	Rostral_A	45_E14_Female23_Rostral_A
23	683	1	E14.5	Female	Caudal_A	46_E14_Female23_Caudal_A
24	683	4	E14.5	Female	Rostral_A	47_E14_Female24_Rostral_A
24	683	4	E14.5	Female	Caudal_A	48_E14_Female24_Caudal_A
25	683	5	E14.5	Female	Rostral_A	49_E14_Female25_Rostral_A
25	683	5	E14.5	Female	Caudal_A	50_E14_Female25_Caudal_A
26	745	5	E14.5	Female	Rostral_A	51_E14_Female26_Rostral_A
26	745	5	E14.5	Female	Caudal_A	52_E14_Female26_Caudal_A
27	100	1	E17.5	Male	Rostral_A	53_E17_Male27_Rostral_A
27	100	1	E17.5	Male	Rostral_B	54_E17_Male27_Rostral_B
27	100	1	E17.5	Male	Rostral_C	55_E17_Male27_Rostral_C
27	100	1	E17.5	Male	Caudal_A	56_E17_Male27_Caudal_A
27	100	1	E17.5	Male	Caudal_B	57_E17_Male27_Caudal_B
27	100	1	E17.5	Male	Caudal_C	58_E17_Male27_Caudal_C
28	112	1	E17.5	Male	Rostral_A	59_E17_Male28_Rostral_A
28	112	1	E17.5	Male	Rostral_B	60_E17_Male28_Rostral_B
28	112	1	E17.5	Male	Rostral_C	61_E17_Male28_Rostral_C
28	112	1	E17.5	Male	Caudal_A	62_E17_Male28_Caudal_A

28	112	1	E17.5	Male	Caudal_B	63_E17_Male28_Caudal_B
28	112	1	E17.5	Male	Caudal_C	64_E17_Male28_Caudal_C
29	94	8	E17.5	Male	Rostral_A	65_E17_Male29_Rostral_A
29	94	8	E17.5	Male	Rostral_B	66_E17_Male29_Rostral_B
29	94	8	E17.5	Male	Rostral_C	67_E17_Male29_Rostral_C
29	94	8	E17.5	Male	Caudal_A	68_E17_Male29_Caudal_A
29	94	8	E17.5	Male	Caudal_B	69_E17_Male29_Caudal_B
29	94	8	E17.5	Male	Caudal_C	70_E17_Male29_Caudal_C
30	93	1	E17.5	Male	Rostral_A	71_E17_Male30_Rostral_A
30	93	1	E17.5	Male	Rostral_B	72_E17_Male30_Rostral_B
30	93	1	E17.5	Male	Rostral_C	73_E17_Male30_Rostral_C
30	93	1	E17.5	Male	Caudal_A	74_E17_Male30_Caudal_A
30	93	1	E17.5	Male	Caudal_B	75_E17_Male30_Caudal_B
30	93	1	E17.5	Male	Caudal_C	76_E17_Male30_Caudal_C
31	100	4	E17.5	Female	Rostral_A	77_E17_Female31_Rostral_A
31	100	4	E17.5	Female	Rostral_B	78_E17_Female31_Rostral_B
31	100	4	E17.5	Female	Rostral_C	79_E17_Female31_Rostral_C
31	100	4	E17.5	Female	Caudal_A	80_E17_Female31_Caudal_A
31	100	4	E17.5	Female	Caudal_B	81_E17_Female31_Caudal_B
31	100	4	E17.5	Female	Caudal_C	82_E17_Female31_Caudal_C
32	112	3	E17.5	Female	Rostral_A	83_E17_Female32_Rostral_A
32	112	3	E17.5	Female	Rostral_B	84_E17_Female32_Rostral_B
32	112	3	E17.5	Female	Rostral_C	85_E17_Female32_Rostral_C
32	112	3	E17.5	Female	Caudal_A	86_E17_Female32_Caudal_A
32	112	3	E17.5	Female	Caudal_B	87_E17_Female32_Caudal_B
32	112	3	E17.5	Female	Caudal_C	88_E17_Female32_Caudal_C
33	94	4	E17.5	Female	Rostral_A	89_E17_Female33_Rostral_A
33	94	4	E17.5	Female	Rostral_B	90_E17_Female33_Rostral_B
33	94	4	E17.5	Female	Rostral_C	91_E17_Female33_Rostral_C
33	94	4	E17.5	Female	Caudal_A	92_E17_Female33_Caudal_A
33	94	4	E17.5	Female	Caudal_B	93_E17_Female33_Caudal_B
33	94	4	E17.5	Female	Caudal_C	94_E17_Female33_Caudal_C
34	93	3	E17.5	Female	Rostral_A	95_E17_Female34_Rostral_A
34	93	3	E17.5	Female	Rostral_B	96_E17_Female34_Rostral_B
34	93	3	E17.5	Female	Rostral_C	97_E17_Female34_Rostral_C
34	93	3	E17.5	Female	Caudal_A	98_E17_Female34_Caudal_A
34	93	3	E17.5	Female	Caudal_B	99_E17_Female34_Caudal_B
34	93	3	E17.5	Female	Caudal_C	100_E17_Female34_Caudal_C

Supplementary Table S5. DEGs showing male bias in E11.5 bulk RNA-seq. Fold change in expression calculated as Log_2 (female expression / male expression). A positive fold change value indicates female-biased expression, while a negative value indicates male-biased expression. * q -value < 0.05 and $|\text{Log}_2$ (female expression / male expression)| > 0.5 .

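The table lists 4 Y chromosome genes and Scand1, a protein with a SCAN domain encoded on chromosome 2 (GRCm38, 156311846 to 156312704). Scand1 was at 5.36 ± 0.31 CPM in E11.5 females and 13.7 ± 0.744 in males (SD, n = 3 embryos per sex), a log2 ratio of -1.35 (adjusted p = 0.0143, edgeR's quasi-likelihood test). The adjusted p was 0.0523 without E11.5 male 1, 0.063 without male 2, 0.0704 without female 1 and 0.0898 without female 3. Other genes lower in E11.5 females were Pcsk1n, an inhibitor of prohormone convertases (4.95 ± 0.668 CPM against 9.56 ± 0.884, log2 ratio -0.95, adjusted p = 0.00302), and Kcna3, a voltage-gated potassium channel (5.06 ± 0.599 against 9.12 ± 0.835, log2 ratio -0.85, adjusted p = 0.00174).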

Gene Name	Chromosome	Fold Change
<i>Eif2s3y</i>	chrY	-17.3*
<i>Kdm5d</i>	chrY	-17.0*
<i>Ddx3y</i>	chrY	-17.0*
<i>Uty</i>	chrY	-16.0*
<i>Scand1</i>	chr2	-1.4*

Supplementary Table S6. DEGs showing female bias in E11.5 bulk RNA-seq. Fold change in expression calculated as Log_2 (female expression / male expression). A positive fold change value indicates female-biased expression, while a negative value indicates male-biased expression. * q -value < 0.05 and $|\text{Log}_2$ (female expression / male expression)| > 0.5 .

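Beside Xist, with a log2 ratio of 13.73 over the few male counts, and the 2 genes of chromosome X, Lars2, a mitochondrial leucyl-tRNA synthetase, was higher in E11.5 females (1152 ± 119.9 CPM against 480 ± 26.3, SD, n = 3 embryos per sex, log2 ratio 1.26, adjusted p = 2.56e-07, edgeR's quasi-likelihood test). Rn45s, the precursor of ribosomal RNA, was at 6889 ± 1036 CPM in E11.5 females and 2976 ± 802 in males (log2 ratio 1.21, adjusted p = 0.00768 from the same test). The log2 ratios of Lars2 and Rn45s were close at E11.5 and also at E14.5 (2.56 and 2.43). Whether reads are shared between Lars2 and ribosomal RNA was not examined, so the difference in Lars2 may not be one of the synthetase's own RNA. Of 3 measured RNAs without a poly(A) tail, Rn45s and Rpph1, the RNA of ribonuclease P, were higher at E11.5, and Rmrp was also higher when adjusted over the list alone (3 and 0, camera adjusted p = 0.000319, adjusted p = 0.0804 with an estimated correlation). In the DESeq2 Wald test 1 of the 3 was higher at E11.5 at the same thresholds.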

Gene Name	Chromosome	Fold Change
<i>Xist</i>	chrX	13.9*
<i>Kdm6a</i>	chrX	0.6*
<i>Eif2s3x</i>	chrX	0.6*

Supplementary Table S7. Top 20 genes with male-dominated expression in E14.5 bulk RNA-seq. The fold change in expression calculated as Log_2 (female expression / male expression). A positive fold change value indicates female-biased expression, while a negative value indicates male-biased expression. * q -value < 0.05 and $|\text{Log}_2$ (female expression / male expression)| > 0.5.

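All 20 genes of the table were lower in E14.5 females in edgeR's quasi-likelihood test, and 17 of them after the correction for GC content and length (n = 3 embryos per sex). Cebpb, a transcription factor of the C/EBP family, was at 0.156 ± 0.0748 CPM in females and 0.882 ± 0.0385 in males (SD, log2 ratio -2.44, adjusted p = 0.000613). Cd46, a regulator of complement, was at 0.508 ± 0.124 and 1.76 ± 0.156 CPM (-1.77, adjusted p = 9.47e-05), and the noncoding gene Gm14853 at 3.57 ± 0.617 and 13.9 ± 1.33 (-1.96, adjusted p = 2.85e-07). The 3 genes not called after the correction were Vmn2r1, a pheromone receptor (-1.19, then -0.84 with adjusted p = 0.0617), Dnm3os, a noncoding RNA antisense to Dnm3 (-1.19, then -0.66 with adjusted p = 0.233), and OTTMUSG00000016609 (-0.75, then -0.42 with adjusted p = 0.206). Dnm3os also fell short without E14.5 male 3 (adjusted p = 0.0655) or female 3 (0.0554) and with a block for the replicate number (0.0793), and OTTMUSG00000016609 without E14.5 male 3 (0.0535). Btg3, an antiproliferative gene, was at 10.7 ± 3.92 CPM in E14.5 males and had less than 1 count in each of the other libraries, at least 89.2-fold above what 3 counts per library would give in females. With a block for the litter its adjusted p was 0.064. The pseudogene Gm7334, with which it shares sequence, was at 2.25 ± 3.87 CPM in E14.5 males and 12.5 ± 0.912 in females. The sum of Btg3 and Gm7334 was at 12.9 ± 1.78 CPM in males and 12.5 ± 0.912 in females, so the fold of Btg3 alone depends on how reads were assigned.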

Gene Name	Chromosome	Fold Change
<i>Eif2s3y</i>	chrY	-18.0*
<i>Kdm5d</i>	chrY	-17.2*
<i>Ddx3y</i>	chrY	-17.2*
<i>Uty</i>	chrY	-16.1*
<i>Btg3</i>	chr16	-15.9*
<i>Cebpb</i>	chr2	-2.6*
<i>Gm14853</i>	chrX	-1.9*
<i>Cd46</i>	chr1	-1.8*
<i>Gm15246</i>	chrX	-1.4*
<i>Gm30223</i>	chr3	-1.4*
<i>Ttc14</i>	chr3	-1.4*
<i>A230057D06Rik</i>	chr7	-1.3*
<i>C030023E24Rik</i>	chrX	-1.3*
<i>E330033B04Rik</i>	chr15	-1.2*
<i>Gm15328</i>	chr18	-1.2*
<i>OTTMUSG00000016609</i>	chr2	-1.2*
<i>Vmn2r1</i>	chr3	-1.2*
<i>Dnm3os</i>	chr1	-1.2*
<i>Cfap47</i>	chrX	-1.2*
<i>lpw</i>	chr7	-1.2*

Supplementary Table S8. Top 20 genes with female-dominated expression in E14.5 bulk RNA-seq. The fold change in expression is calculated as Log_2 (female expression / male expression). A positive fold change value indicates female-biased expression, while a negative value indicates male-biased expression. * q -value < 0.05 and $|\text{Log}_2$ (female expression / male expression)| > 0.5.

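All 20 genes of the table were higher in E14.5 females in edgeR's quasi-likelihood test, and 11 of them after the correction for GC content and length (n = 3 embryos per sex). Rpph1 was at 3.38 ± 0.427 CPM in females and 0.0981 ± 0.045 in males (SD, log2 ratio 5.00), and Rmrp, the RNA of ribonuclease MRP, at 1.34 ± 0.238 and 0.122 ± 0.0931 (log2 ratio 3.45, adjusted p = 5.2e-05). Both male means are under 0.151 CPM, the level that 3 counts per library would give in E14.5 males. The size of these ratios is therefore uncertain. Lars2 was at 869 ± 54.7 and 147 ± 8.84 CPM (log2 ratio 2.56, adjusted p = 6.04e-11), and Rn45s at 7664 ± 658 and 1425 ± 93.5 (log2 ratio 2.43, adjusted p = 2.07e-06). The 3 measured RNAs without a poly(A) tail were thus higher at E14.5, also when adjusted over the list alone (camera adjusted p = 0.0043, adjusted p = 0.173 with an estimated correlation). The histone genes were listed by gene symbol and taken to make RNAs without a poly(A) tail, which was not examined for each. Of 29 such genes, 7 were higher and none lower (10 and 0 at the adjusted p alone, 7 and 0 when adjusted over the list alone, camera adjusted p = 0.0059, adjusted p = 0.352 with an estimated correlation). After the correction 2 were higher, Hist1h2af (0.90) and Hist1h1d (1.34, named after its values were seen, which was not called without E14.5 males 1 or 2 or female 2, adjusted p 0.0729 to 0.139, as counted). Tfeb, a regulator of lysosomal genes, had a log2 ratio of 1.03 (0.50 after the correction, adjusted p = 0.135), and Nckap5l, a microtubule-binding protein, of 0.90 (0.36 after it).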

Gene Name	Chromosome	Fold Change
<i>Xist</i>	chrX	12.8*
<i>Rpph1</i>	chr14	5.2*
<i>Rmrp</i>	chr4	3.8*
<i>Lars2</i>	chr9	2.6*
<i>Rn45s</i>	chr17	2.5*
<i>Xntrpc</i>	chr7	1.5*
<i>Hist1h2af</i>	chr13	1.5*
<i>Naprt</i>	chr15	1.2*
<i>Erdr1</i>	chrX	1.1*
<i>Mbd6</i>	chr10	1.1*
<i>Tfeb</i>	chr17	1.1*
<i>Kcp</i>	chr6	1.0*
<i>Col11a2</i>	chr17	1.0*
<i>Rpl37rt</i>	chr5	1.0*
<i>Ky</i>	chr9	1.0*
<i>Mlxipl</i>	chr5	1.0*
<i>Raver1</i>	chr9	1.0*
<i>Kfkbie</i>	chr17	1.0*
<i>Anxa11</i>	chr14	1.0*
<i>Nckap5l</i>	chr15	0.9*

Supplementary Table S9. Genes on the Y chromosome and their corresponding homologous genes on the X chromosome identified in E11.5 bulk RNA-seq data. The fold change in expression is calculated as Log_2 (female expression / male expression). $*q < 0.05$ and $|\text{Log}_2$ (female expression / male expression) | > 0.5 .

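Of the 4 X chromosome genes of the table, Kdm6a and Eif2s3x were higher in E11.5 females and passed the minimum log2 ratio of 0.5. Kdm5c, a histone demethylase, was at 287 ± 3.33 CPM in females and 234 ± 3.48 in males (SD, n = 3 embryos per sex), a log2 ratio of 0.30 (adjusted p = 0.00302, edgeR's quasi-likelihood test). Ddx3x, an RNA helicase, was at 1295 ± 66.5 and 1073 ± 90.9 CPM (0.27, adjusted p = 0.0977). At E14.5 Kdm5c had a log2 ratio of 0.44 (adjusted p = 2.49e-06) and Ddx3x of -0.18 (adjusted p = 0.0811), a change with age of -0.45 for Ddx3x (adjusted p = 0.00629) that did not pass after the correction for GC content and length (-0.03, adjusted p = 0.932).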

Genes on the chrY	Fold Change	Genes on the chrX	Fold Change
<i>Elf2s3y</i>	-17.3*	<i>Elf2s3x</i>	0.6*
<i>Kdm5d</i><br>(<i>SMCY</i>)	-17.0*	<i>Kdm5c</i><br>(<i>SMCX</i>)	0.3
<i>Ddx3y</i><br>(<i>Ddy</i>)	-17.0*	<i>Ddx3x</i><br>(<i>Ddx</i>)	0.0
<i>Uty</i><br>(<i>Kdm6c</i>)	-16.0*	<i>Kdm6a</i><br>(<i>Utx</i>)	0.6*

Supplementary Table S10. List of genes involved in the GO term "NEGATIVE_REGULATION_OF_NOTCH_SIGNALING_PATHWAY" with their location on the chromosomes and fold changes observed in E14.5 bulk RNA-seq. The fold change in expression is calculated as Log_2 (female expression / male expression). * $q < 0.05$ and $|\text{Log}_2$ (female expression / male expression)| > 0.5 .

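The table's genes were listed by the study after its own gene set analysis of these libraries. Bmp7, a growth factor of the BMP family, had an E14.5 log2 ratio of 0.24 (adjusted p = 0.0455), Rita1, which exports the Notch partner Rbpj from the nucleus, of 0.46 (adjusted p = 0.00751, and 0.53 without E14.5 male 3 or female 1), and Tcim of 0.01 (adjusted p = 0.963), in edgeR's quasi-likelihood test (n = 3 embryos per sex). Dlk1, a relative of the Notch ligands and an imprinted gene, was at 41.3 ± 17.3 CPM in E14.5 females and 24.1 ± 6.8 in males (SD, log2 ratio 0.79, adjusted p = 0.071). It was called with a block for the replicate number (log2 ratio 0.75, adjusted p = 2.48e-06) and without E14.5 female 3 (1.09, adjusted p = 0.000875). In the deposited table 36 genes carry the same GO term, of which 35 were measured and 25 are in Table S10. Of these 35, 6 were higher in females and none was lower (edgeR's quasi-likelihood test), with a median log2 ratio of 0.312, and none was called after the correction for GC content and length, with a median of 0.0494.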

Gene Name	Chromosome	Fold Change
<i>Dlk1</i>	Chr12	0.8
<i>Arrdc1</i>	Chr2	0.7*
<i>Dlx2</i>	Chr2	0.7*
<i>Dlk2</i>	Chr17	0.7*
<i>Notch3</i>	chr17	0.7*
<i>Gata2</i>	Chr6	0.6*
<i>Zbtb7a</i>	chr10	0.6*
<i>Akt1</i>	chr12	0.5*
<i>Rita1</i>	Chr5	0.5*
<i>Dll1</i>	chr17	0.5
<i>Chac1</i>	Chr2	0.4
<i>Mmpl4</i>	Chr14	0.4
<i>Tspan15</i>	chr10	0.4
<i>Egfl7</i>	Chr2	0.3
<i>Hey1</i>	Chr3	0.3
<i>Slc35c1</i>	Chr2	0.3
<i>Lfng</i>	Chr5	0.3
<i>Dlx1</i>	Chr2	0.3
<i>Bmp7</i>	Chr2	0.3
<i>Nrarp</i>	Chr2	0.3
<i>Wwp2</i>	Chr8	0.3
<i>Dll4</i>	Chr2	0.2
<i>Nfkbia</i>	Chr12	0.2
<i>Arrb1</i>	Chr7	0.1
<i>Ythdf2</i>	Chr4	0.1
<i>Hif1an</i>	Chr19	0.1
<i>Tcim</i>	Chr8	0.1
<i>Cbta2t2</i>	Chr2	0.0
<i>Mettl3</i>	Chr14	0.0
<i>Egf</i>	Chr3	0.0
<i>Fbxw7</i>	Chr3	-0.1
<i>Bcl6</i>	Chr16	-0.1
<i>Hey2</i>	Chr10	-0.1
<i>Bend6</i>	Chr1	-0.2
<i>Egfr</i>	Chr11	-0.6

How the deposited data were processed for this re-analysis (not part of the article)

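Bulk RNA-seq of whole telencephalons was re-analysed for 12 embryos, 3 males and 3 females at each of E11.5 and E14.5. The authors' table holds, for each of 26190 genes (21625 protein-coding and 4565 noncoding), a count and an FPKM value per library, the transcript length and the position on GRCm38. The values are estimated counts of read pairs that the authors made from the aligned reads and did not normalize before deposit. Of these counts, 82.7% are whole numbers (exactly equal to their rounded value). For the tests they were rounded. FPKM equals the count over the transcript length in kilobases and a scaled library total, which was checked on the table. Reads had been aligned with STAR 2.6.0c and assigned to genes in Genedata Profiler Genome by the authors. How reads that match several genes were shared is not stated in the paper's text.

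The counts were tested in edgeR 4.0.16 (R 4.3.3) with TMM normalization and the robust quasi-likelihood test, in 1 fit of 4 groups with 8 residual degrees of freedom. Genes with a mean count of at least 16 in at least 1 group were kept, 14454 in all. P values were adjusted by the Benjamini-Hochberg method over them. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.5, the thresholds of the paper. The difference between the ages in the sex difference was called at the adjusted p alone. Log2 fold changes are female over male, or E14.5 over E11.5 as the mean of the sexes. CPM values are normalized by TMM and given as mean ± SD of 3 libraries. Gene sets were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01 and at an estimated one, with fry, and with fgsea 1.28.0, on log2 CPM with a prior count of 2, and adjusted over 28 lists. With the preset correlation 0.01, the calls of the Notch, intermediate progenitor, histone, ribosomal protein and non-polyadenylated RNA lists at E14.5 passed an adjusted p of 0.05. None of these did with an estimated correlation, and of the lists called at E11.5 those of Y chromosome genes and of genes that escape X inactivation did. Both were chosen for a difference between the sexes, so their result was in part fixed in advance. PCA was run on log2(FPKM + 1), centered and scaled. Other steps used DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

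The correction for GC content and length fitted, in each library, a loess surface (span 0.5) of the log2 ratio to the mean of all libraries on the GC content and the log2 length of each gene's transcripts, and gave the fitted values to edgeR as offsets. GC content came from the GRCm38 reference annotation and was known for 25939 genes (99.0%). A pattern with GC content that is the same in every library is not changed by it, and a true difference that follows GC content would be removed.

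Fixed before the data were examined were the tests, the thresholds, the lists and the rule for named genes. The lists were Y chromosome genes, genes that escape X inactivation in mouse, neural stem cells and radial glia, intermediate progenitors, neurons, deep and upper layer neurons, ventral telencephalon and interneurons, Cajal-Retzius cells, Notch receptors, ligands and targets, the genes of Supplementary Table S10, cell cycle, RNAs without a poly(A) tail, erythroid cells, endothelial cells, microglia and macrophages, mesenchyme, choroid plexus, diencephalon, eye, immediate early and heat shock response, hypoxia and glycolysis, the unfolded protein response, imprinted genes, sex hormone receptors and steroid enzymes, chromatin modifiers linked to autism, histone genes and ribosomal proteins. Mitochondrially encoded genes were also listed, but the table holds none. Named were every gene the paper names (whose values in the paper's tables had been seen), per age the 10 genes with the largest log2 fold change in each direction among called genes with a mean count of at least 100 whose sexes do not overlap, and in each list the 4 members with the smallest adjusted p and any member of a list with under 5 called genes. Hes5, Dtx1, Meg3, Kcnq1ot1, Aurkb, Plk1, Ccnb1, Neurod2, Car5b, Rian, Peg10, Nr2f2, Cspg4 and Hist1h1d were named after their values were seen.

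Alternatives were other normalizations (DESeq2 size factors, upper quartile, without the RNAs lacking a poly(A) tail, erythroid and histone genes), the DESeq2 Wald test, limma on log2(FPKM + 0.1) and log2(FPKM + 1), tests on FPKM and on log2(FPKM + 1e-04) as in the paper's legend, other count minimums, each age alone (4 residual degrees of freedom), each library left out in turn, blocks for the replicate number and for the litter, the GC content and length correction with and without a block, and other thresholds. At E11.5 the replicate numbers pair a male and a female of 1 mother, and at E14.5 replicates 1 and 2 share a mother. The litter lies within age, so it could not be a block for the comparison of the ages.

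The sum of gene counts ran from 17551763 to 28355361 per library, and 16753 to 17219 genes had a count. For a gene with no count in a group, a fold change is given against 3 counts per library, which covers counting error alone. Reads without molecular identifiers are not independent molecules. The tests were tried on simulated counts with the spread of these data and 200 changed genes. At a true log2 change of 1, 89.6% of the changed genes were called at E11.5, 85.1% at E14.5, 76.1% for the interaction of sex and age and 97.0% between the ages, with 4, 4, 7 and 3 unchanged genes called. With opposite GC biases added to the simulated E14.5 females and males, 740 unchanged genes (5.19%) were called, and 5 (0.0351%) after the correction, with 91.0% of the changed genes called. The quantitative RT-PCR, in situ hybridization and histology of the paper have no deposited values in the table and were left out.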

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

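The tests of the genes that remained after the correction, of unspliced RNA, of poly(A) selection, and of GC content for Rpph1 and Rmrp were chosen after the results were seen.

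The sex difference differed between E11.5 and E14.5, by a test of the difference itself, for 5651 genes. Of 100 splits of the libraries within the ages, none but the real one gave as many (1 of 100). The 9 others that kept the real split at E14.5 gave 2832 to 4616, and the rest at most 2, which follows from the number of genes that differ at E14.5. The list of Supplementary Table S10 also differed between the ages (camera adjusted p = 0.0247, adjusted p = 0.17 with an estimated correlation), with 12 genes changing toward females and 1 toward males, and with no gene after the correction for GC content and length. The neuronal genes Fezf2 (0.32, adjusted p = 0.0235), Cux2 (0.95, adjusted p = 0.000296) and Tubb3 (0.52, adjusted p = 0.000115) had a log2 ratio further toward females at E14.5 than at E11.5 (edgeR's quasi-likelihood test). The paper names these genes as higher in E14.5 females. With the correction for GC content and length the change passed for Cux2 (0.60, adjusted p = 0.0103) and not for Fezf2 (-0.02, adjusted p = 0.931) or Tubb3 (0.14, adjusted p = 0.240), and 1712 genes passed in all. Between the ages 6265 genes were called, a comparison on which the paper does not report, and 1 of 100 splits into groups of 6, the real one, gave as many in a fit of 2 groups (6219). The highest other gave 2138, with E14.5 female 2 exchanged for an E11.5 library. For E11.5, 1 of 10 splits (the real one, 54 calls) gave as many, and the highest other gave 3. For E14.5, 1 of 10 did (1677 calls, highest other 0), and in the permutation of the labels for the Notch list 1 of 10 did (p = 0.00105, smallest other 0.00263). Of the 9 other splits of the Notch list 6 gave a p under 0.05 (0.00263 to 0.0302), so p values of that size also come from groups that mix the sexes. A comparison of 3 against 3 has too few splits for a share under 0.05.

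The E14.5 sex difference followed GC content across genes (Spearman's rho 0.726, against -0.416 at E11.5, genes not being independent replicates), with slopes per 10 points of GC content of -0.188, -0.160 and -0.178 in the males and 0.251, 0.207 and 0.164 in the females. A GC content and length bias between the library series is a candidate explanation for the 1427 calls that ended with the correction, and it cannot be told apart from a sex difference that follows GC content, since each series holds 1 sex. Among 1864 genes that hardly change with age rho was 0.785, which speaks against development as the source of the trend and does not part these 2. For 1314 of the 1427 calls that ended the log2 ratio fell under the minimum of 0.5, as in Notch1 from 0.60 (standard error 0.07) to 0.29. The other 113 kept a ratio above it and ended at the adjusted p alone. The median absolute log2 ratio of the 1427 was 0.60 before the correction and 0.27 after it. Apart from the X escape and Y genes, 243 genes were called in the same direction before and after the correction. Of these, 157 had a corrected log2 ratio past the minimum by more than the standard error of the fit without it. This argues against the trend that the correction removes as the whole cause of the E14.5 calls. A bias between the series that the correction does not remove stays possible, since series and sex coincide. After the correction, rho of the E14.5 log2 ratio with mean expression was 0.247 (0.0668 before it). More unspliced RNA in the male libraries would leave no trend in genes without introns, but among 465 genes whose span is not longer than their transcript rho with GC content was 0.486 (95% bootstrap interval 0.4 to 0.558). This argues against it as the whole of the trend, and a part stays open, since rho with gene span over transcript length was -0.222 before the correction (-0.042 after it). Female telencephalons further along development, as the main source of the sex difference, are argued against by a rho with the change with age of -0.12 before the correction and -0.204 after it. The cut-off set before the data were examined was a rho above 0.2 after the correction. A small lead in development could be hidden by the other differences between the groups and stays open. Before the correction rho was -0.208 to 0.000224 with 1 library left out (highest without E14.5 male 3, and -0.0191 without E14.5 female 2), so its negative sign rests on single libraries, but no such run gave a rho above 0.1. After the correction no library was left out. Single genes go with the explanation, such as Cenpf and Cenpe, which were lower in females at E14.5 and fell with age (-0.55 and -0.67). A difference between the sexes themselves in genes of high GC content stays open and untested in these libraries. Each group has its own sequence ID series, so that series and sex cannot be told apart. Outside them, the paper assayed some genes of Supplementary Table S10 by quantitative RT-PCR in new E14.5 embryos. It reports Dll1, Bmp7 and Tcim as higher in females, and does not name Notch3, Mettl3, Arrb1, Mmp14 or Dll4, also assayed, among these. For Kdm5d, Uty, Kdm6a and Xist it reports clear sex differences in the new embryos, in the directions of its RNA-seq data.

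The 3 measured RNAs of the list without a poly(A) tail were higher in E14.5 females, by log2 ratios of 5.00 (Rpph1), 3.45 (Rmrp) and 2.43 (Rn45s), and Rpph1 and Rn45s were so at E11.5. GC content is argued against for Rpph1 and Rmrp, since the smaller of their corrected log2 ratios was 2.97. The E14.5 male means of both were under 0.151 CPM, the level of 3 counts per library, so the size of their ratios is uncertain. Less complete poly(A) selection in the female library series could account for the higher levels of the 3 RNAs and should also raise histone RNAs that lack a tail. The histone genes were listed by symbol, and whether each RNA lacks a tail was not examined. The median over 32 histone and other RNAs without a poly(A) tail was 0.40 at E14.5 and 0.272 after the correction, but -0.108 at E11.5, so poly(A) selection and a sex difference cannot be told apart for these genes.

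Btg3 was counted in E14.5 males alone (116, 315 and 225 counts), where its pseudogene Gm7334 fell from 355 to 427 counts in E11.5 males to 118, 0.606 and 0.00858. Sharing of reads between them may account for it. All 707 words of 50 bases of Gm7334 occur in Btg3, and the summed level of the 2 genes was 12.9 ± 1.78 CPM in E14.5 males and 12.5 ± 0.912 in females (log2 ratio of the means -0.0413). A sex difference in Btg3 itself was not tested apart from the sum.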

How the results depend on the processing

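Chosen after the data were seen were the runs with E14.5 litter R2 alone, those with the correction or a minimum fold for the interaction of sex and age, the correction for the comparison of the ages, the block with the correction for the Notch list, the genes with the GO term, fgsea after the correction and leave-one-out runs for GC content.

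At E11.5 the number of called genes (54) was 35 with limma on log2(FPKM + 1), 35 with the replicate block and the GC content and length correction, 97 with the 6 libraries of that age, 8 in both tests on FPKM, 124 with litter R2 alone at E14.5, 309 with no minimum fold and 15 at a log2 fold change above 1. At E14.5 (1677) it was 890, 474 and 6560 in the first, second and no-minimum settings, 113 above 1 and 382 with the correction alone. The interaction (5651) gave 1712 with the correction and 2440 with the minimum fold. With 1 library left out, a group of 2 being taken to vary like the others, the ranges were 20 to 67 at E11.5, 1374 to 2112 at E14.5, 4904 to 6043 for the interaction and 6044 to 6366 for the comparison of the ages. The replicate block gave 49 at E11.5 and 1788 at E14.5, the litter block 1801 at E14.5, and litter R2 alone 1801, 6496 (interaction) and 5881 (ages). Among the named genes, a block alone changed the calls of Btg3, Dlk1, Dnm3os, Kcnj13, Sox17, Mitf and Plk1 at E14.5 and of Adra2b at E11.5. PC1 and PC2 held 83.9% and 8.31% without scaling, 51.3% and 16.4% with no filter, and 60.6 to 63.1% and 16.8 to 19.9% with 1 library left out. The Notch list (p = 0.00105) gave 0.0766 with the correction, 0.0488 with the block added, 0.00529 with an estimated correlation, and 0.00072 to 0.00193 with 1 library left out. Its enrichment score after the correction was 1.42. The rho of the E14.5 sex difference with the change with age (-0.12) was -0.204 with the correction and -0.208 to 0.000224 with 1 library left out, and that with GC content 0.692 to 0.727. Of 196 named genes at E14.5, 107 were called, of which 45 kept their call with the correction and 62 lost it (with the sign turned in Dtx1, -0.0247), and 4 of the others gained one. The cause was not tested for these settings, apart from the thresholds and the smaller numbers of libraries or genes. Counts near the minimum of 16 limit what can be called.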

Differences from the paper's values

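The alternatives named here were set before the data were examined unless stated otherwise, and counts are at the paper's thresholds.

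At E11.5 the paper's numbers of genes are 3 higher in females and 5 higher in males, against 15 and 39 here. Both tests on FPKM gave 3 and 5, and the other 25 settings at these thresholds set before the data were examined gave 8 to 23 and 10 to 74. E14.5 litter R2 alone, chosen after the values were seen, gave 29 and 95. At E14.5 the paper's number higher in males is 435, against 812 here. It came within 1.5 times in limma on log2(FPKM + 0.1) (560), without E14.5 female 1 (609), with the replicate block and the GC content and length correction (368) and in the tests on FPKM (427) and log2(FPKM + 1e-04) (435), and not in the other 23 settings at these thresholds. The paper's number higher in females, 883, does not differ from 865.

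For Kdm6a at E11.5 the paper's log2 ratio (Supplementary Tables S6 and S9) is 0.6, against 0.68 here. It did not differ in limma on log2(FPKM + 0.1) (0.64) or with the correction (0.62), and did in the other 16 settings. For Eif2s3x at E11.5 it is 0.6, against 0.66. It did not differ in limma (0.63), with the correction (0.59), or without E11.5 male 3 (0.65), female 1 (0.65) or female 3 (0.64), and did in the other 13. For Ddx3x at E11.5 it is 0.0 (Table S9), against 0.27, and it differed in all 18 settings (0.18 to 0.32). For OTTMUSG00000016609 at E14.5 it is -1.2 (Table S7), against -0.75, and it differed in all 19 settings. For Zbtb7a at E14.5 it is 0.6 (Table S10), against 0.52 (0.521 to 3 digits). It did not differ in limma (0.54) or without E14.5 male 1 (0.54), male 3 (0.523), female 2 (0.55) or female 3 (0.53), and did in the other 14. Of 91 log2 ratios in Supplementary Tables S5 to S10, these 7 differ, with Kdm6a and Eif2s3x listed in 2 tables each, and 84 do not. A log2 ratio was taken to differ when it was off by more than 0.05 and by more than the SD of the difference of 1 female and 1 male library (0.0541 for Kdm6a, 0.0545 for Eif2s3x, 0.145 for Ddx3x, 0.244 for OTTMUSG00000016609 and 0.0791 for Zbtb7a), or when the signs were opposite, and a lower bound when it was over 1.5 times the paper's fold.

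The paper states that the E14.5 female has double the highly expressed genes of the male, where 865 and 812 genes were called here. The ratio was closest to the paper's in the tests on FPKM (882 and 435 on the log scale). The paper marks Akt1 and Rita1 as past its thresholds at E14.5. Here the log2 ratio of Akt1 was 0.496 (0.53 and called in limma on log2(FPKM + 0.1), and called without E14.5 male 1 or female 1), and that of Rita1 0.46 (called without E14.5 male 3 or female 1, and with litter R2 alone, an alternative chosen after the values were seen). Egfr is not marked in the paper and was called here (-0.71, adjusted p = 0.0158, edgeR's quasi-likelihood test). It was not called in 3 runs with 1 library left out (-0.60 to -0.43, adjusted p 0.0647 to 0.076 from the same test) or after the correction. From quantitative RT-PCR on new embryos, the paper states that Tcim is higher in females, as in its RNA-seq data. Its RNA-seq log2 ratio of Tcim is 0.1 and is not marked as past its thresholds (Supplementary Table S10). The log2 ratio here was 0.01 (adjusted p = 0.963, edgeR's quasi-likelihood test), which does not differ from 0.1 by the rule above. The shares of variance of the first 2 components printed in Fig. 1C match those here after rounding.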

Other observations

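The correction for GC content and length of the comparison of the ages was chosen after the data were seen.

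From E11.5 to E14.5 all 20 measured neuronal genes rose (camera adjusted p = 1.23e-08, adjusted p = 0.612 with an estimated correlation), with Neurod2, a transcription factor of cortical neurons, at a log2 change of 5.39. Of the deep layer list 9 of 12 rose and 1 fell, with a rise of 1.48 in Tbr1. Of the upper layer list 10 rose and none fell (edgeR's quasi-likelihood test, where 11 and 1 passed at the adjusted p alone). Of 25 cell cycle genes 22 fell and none rose (1 rose at the adjusted p alone), with Ccnb1, a cyclin of mitosis, at -0.99 (camera adjusted p = 7.59e-06). Of 80 ribosomal proteins 25 fell and none rose (78 and 0 at the adjusted p alone, camera adjusted p = 9.7e-12, and 5 and 0 after the correction for GC content and length). The embryonic globin Hbb-bh1 went from 1044 ± 341 CPM in males and 827 ± 291 in females to 2.67 ± 1.6 and 2.60 ± 1.68 (SD, n = 3), and Ttr, the transthyretin of the choroid plexus, from 5.10 ± 2.47 and 2.35 ± 1.01 to 389 ± 167 and 324 ± 133. Of the other lists, higher and lower, the counts were 7 and 1 of 15 (intermediate progenitors), 12 and 4 of 20 (ventral telencephalon), 2 and 4 of 8 (Cajal-Retzius cells), 4 and 9 of 20 (neural stem cells), 4 and 9 of 24 (Notch receptors, ligands and targets), 8 and 8 of 35 (Table S10), 3 and 8 of 12 (erythroid), 1 and 2 of 11 (endothelial), 4 and 1 of 12 (microglia), 3 and 11 of 14 (mesenchyme), 7 and 2 of 9 (choroid plexus), 1 and 5 of 9 (diencephalon) and 3 and 1 of 4 (eye). They were 1 and 3 of 12 (immediate early), 1 and 7 of 12 (hypoxia), 3 and 3 of 12 (unfolded protein response), 7 and 9 of 20 (imprinted), 1 and 0 of 5 (sex hormone receptors), 6 and 0 of 17 (chromatin modifiers), 8 and 4 of 29 (histones), 0 and 2 of 3 (RNAs without a poly(A) tail), 1 and 1 of 13 (X escape) and 0 and 0 of 4 (Y chromosome). When adjusted over the list alone the counts were those given, except histones with 8 and 3. No list held its call in camera with an estimated correlation, where the smallest adjusted p was 0.612. Camera sets a list against the other genes, and 81.7% of all tested genes differed between the ages at the adjusted p alone. It therefore does not show that the genes of these lists were unchanged.

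Between the sexes at E14.5, Mki67, a marker of cycling cells, was at 487 ± 57.7 CPM in females and 856 ± 80.7 in males (SD, n = 3, log2 ratio -0.81, -0.60 after the correction, adjusted p = 2.8e-06, edgeR's quasi-likelihood test). Of 25 cell cycle genes Aurkb (0.73) and Plk1 (0.50) were higher and Mki67, Top2a (-0.60), Cenpf (-0.64) and Cenpe (-0.65) lower, also when adjusted over the list alone, and after the correction Aurkb (0.62) and Mki67. Plk1 fell short with a block for the replicate number (0.49) and without E11.5 male 2, E14.5 male 3 (0.42), female 1 (0.47) or female 2 (0.35). Aurkb, Plk1, Meg3, Kcnq1ot1, Ccnb1 and Neurod2 were named after their values were seen. Markers of other cells in the dissected tissue were lower in females or not called. They were Tek, a receptor of endothelial cells (-0.57, adjusted p = 5.45e-05, -0.44 after the correction), and Sox17 (-0.50, short of the minimum with a block for the replicate number or the litter, -0.48 without E14.5 female 1, -0.49 without male 2, -0.45 without male 3) of 11 endothelial genes, Mrc1 of macrophages (17.3 ± 6.02 CPM against 32.1 ± 5.68, log2 ratio -0.90) and P2ry12 (-0.57) of 12 microglial genes, and Pdgfra (-0.60), Foxd1 (-0.58) and Dcn (-0.55) of 14 mesenchymal genes. Adjusted over the list alone the counts lower were 2, 1 and 2. P2ry12, Foxd1 and Dcn were not called in several runs with 1 library left out (P2ry12 without E14.5 males 1 or 3 or females 1 or 2, adjusted p 0.0593 to 0.165, Foxd1 without E14.5 male 1 or female 2, 0.0552 and 0.0562, Dcn in 8 runs, 0.0556 to 0.174), and Pdgfra was at -0.50 without E14.5 male 3. After the correction Pdgfra (-0.47), P2ry12 (-0.24) and Dcn (-0.33) were not called, Csf1r of microglia was (-0.52, adjusted p = 0.00579), and 1 endothelial, 2 microglial and 2 mesenchymal genes were lower (Sox17, Mrc1 and Csf1r, Foxd1 and Cspg4, the last named after its value was seen). With 1 E14.5 library left out, Emcn (without male 2 or female 1, -0.54) and Kdr (without female 3, -0.51) of the endothelial list, Ptprc of the microglial list (without female 3, -0.76) and Lum of the mesenchymal list (without males 2 or 3 or female 2, -0.51 to -0.54) were also lower. After the correction these lists were lower in camera (adjusted p = 0.00387, 0.0466 and 0.00387, and adjusted p = 0.315, 0.664 and 0.439 with an estimated correlation). Of 20 imprinted genes Ipw (-1.19), Kcnq1ot1 (-1.10), Zim1 (-0.95), Peg3 (-0.56, -0.49 without E14.5 female 3) and Meg3 (-0.54, -0.42 without female 1, -0.48 without male 2, -0.47 without male 3) were lower and none was higher (1 and 8 at the adjusted p alone, 0 and 5 when adjusted over the list alone). After the correction Kcnq1ot1 (-0.40), Peg3 (-0.39) and Meg3 (-0.42) were no longer called, and Ipw (-1.11), Zim1 (-0.69) and Rian (-0.84) were lower and Peg10 (0.53) higher, with Rian and Peg10 named after their values were seen. Igf2r was also lower without E14.5 female 2 (-0.50) or female 3 (-0.52). Immediate early genes Jun (0.56), Junb (0.85), Ier2 (0.77) and Nr4a1 (0.54, 0.48 without E14.5 female 3, 0.40 without male 1) of 12 were higher, and of the stress response list Sesn2 (0.67) and Ddit4 (0.62), also when adjusted over the list alone and none after the correction (2 and 0, and 0 and 1, at the adjusted p alone). Of 80 ribosomal proteins 4 were higher (Rps27 1.25, Rpl37rt 0.94, Rps4l 0.72 and Rps28 0.55, 0.42 without E14.5 female 1, also when adjusted over the list alone, with Rps4l at 0.37 and Rps28 at 0.36 after the correction and not called), of 17 chromatin modifiers Kdm6b was higher (199 ± 4.66 CPM against 114 ± 7.28, log2 ratio 0.80, 0.37 after the correction) and Adnp lower (-0.53, -0.38 without E14.5 female 3, -0.29 after the correction with adjusted p = 0.184), also over the list alone, and of 5 sex hormone genes Pgr was lower (-1.16, adjusted p = 0.0049, -0.95 after the correction), also over the list alone. Mitf of 4 eye genes was lower (-0.52, -0.24 after the correction with adjusted p = 0.395, 0 when adjusted over the list alone), which was lost with a block for the replicate number (-0.49) and in 7 runs with 1 library left out (adjusted p 0.05 to 0.274). No erythroid, choroid plexus, diencephalon or hypoxia gene was called in edgeR's test (0 and 0, 0 and 0, 1 and 0, 1 and 0 at the adjusted p alone). Kcnj13, a potassium channel of the choroid plexus, was lower with a block for the replicate number (-0.84, adjusted p = 0.00445) or the litter (adjusted p = 0.00502) and without E14.5 female 3 (-1.22), and Tcf7l2, a Wnt effector of the diencephalon, higher after the correction (0.58, adjusted p = 0.00434) and without E14.5 female 3 (0.53).

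At E11.5, Slc4a1, the anion exchanger of red cells, was lower in females (76.7 ± 22.4 CPM against 164 ± 37.8, log2 ratio -1.10, adjusted p = 0.0387, edgeR's quasi-likelihood test). It was not called after the correction, at a log2 ratio of -1.02 (adjusted p = 0.0791). Nor was it in 9 of the runs with 1 library left out (E11.5 males 1 and 3, females 2 and 3, E14.5 males 1, 2 and 3, females 2 and 3, adjusted p 0.0554 to 0.127). The other 11 erythroid genes were not called (camera adjusted p = 0.0385, adjusted p = 0.843 with an estimated correlation). The neuronal list had a median of -0.15 at E11.5 with no gene called in edgeR's test or at the adjusted p alone (camera adjusted p = 0.00799, adjusted p = 0.843 with an estimated correlation). Of the histone list 1 gene, Hist3h2ba, was lower (3 higher and 3 lower when adjusted over the list alone), and it was not called without E11.5 males 1 or 2 or female 3 (adjusted p 0.0712 to 0.0748). The lists not named for E11.5 had no called gene in the fit of all 12 libraries without the correction. In other settings Kcnq1ot1 of the imprinted list was higher (0.82 after the correction, adjusted p = 0.00583, and 0.81 with the 6 libraries of that age, adjusted p = 0.000524, or without E14.5 female 3, adjusted p = 0.000687). Of the diencephalon list Barhl2 was lower without E11.5 female 2 (-0.68, adjusted p = 0.0303) and Irx3 with litter R2 alone at E14.5 (-0.60, adjusted p = 0.0395), a setting chosen after the data were seen. The genes called at both ages in the same direction were Xist, Lars2, Rn45s and Rpph1, higher in females, and Kdm5d, Eif2s3y, Uty, Ddx3y and Scand1, higher in males (9 genes, with 3.09 expected if the calls were independent). Xist and the Y chromosome genes must differ between the sexes at either age, so the excess of the 9 was in part fixed in advance. Another 10 were called at both ages in opposite directions, with 3.18 expected, among them Srp54c, Ftx, 5530601H04Rik and Hist3h2ba. The trend of the log2 ratio with GC content also had opposite signs at the ages (rho -0.416 at E11.5 and 0.726 at E14.5). Scand1 was at -0.60 at E14.5 (adjusted p = 0.0286, edgeR's quasi-likelihood test) and fell short without E14.5 male 1 (0.0679), male 2 (0.0604), male 3 (0.0595) or female 2 (0.095), and at E11.5 without males 1 or 2 or females 1 or 3, and had a log2 ratio of -0.38 without E14.5 female 3. Gm5643 was at 135 ± 24 CPM in E11.5 females and 12.4 ± 2.45 in males (log2 ratio 3.44, adjusted p = 0.00184, edgeR's quasi-likelihood test). It shares 541 of its 917 words of 50 bases with Hnrnpa1 (59%), and how reads were shared between them is not known.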
